# Single-Cell Transcriptomic Profiling of the Mouse Testicular Germ Cells Reveals Important Role of Phosphorylated GRTH/DDX25 in Round Spermatid Differentiation and Acrosome Biogenesis during Spermiogenesis

**DOI:** 10.3390/ijms24043127

**Published:** 2023-02-04

**Authors:** Raghuveer Kavarthapu, Rajakumar Anbazhagan, Soumitra Pal, Maria L. Dufau

**Keywords:** GRTH/DDX25, round spermatid differentiation, single-cell RNA-seq, spermiogenesis, acrosome

## Abstract

Gonadotropin-regulated testicular RNA helicase (GRTH)/DDX25 is a member of DEAD-box family of RNA helicase essential for the completion of spermatogenesis and male fertility, as evident from GRTH-knockout (KO) mice. In germ cells of male mice, there are two species of GRTH, a 56 kDa non-phosphorylated form and 61 kDa phosphorylated form (pGRTH). GRTH Knock-In (KI) mice with R242H mutation abolished pGRTH and its absence leads to infertility. To understand the role of the GRTH in germ cell development at different stages during spermatogenesis, we performed single-cell RNA-seq analysis of testicular cells from adult WT, KO and KI mice and studied the dynamic changes in gene expression. Pseudotime analysis revealed a continuous developmental trajectory of germ cells from spermatogonia to elongated spermatids in WT mice, while in both KO and KI mice the trajectory was halted at round spermatid stage indicating incomplete spermatogenesis process. The transcriptional profiles of KO and KI mice were significantly altered during round spermatid development. Genes involved in spermatid differentiation, translation process and acrosome vesicle formation were significantly downregulated in the round spermatids of KO and KI mice. Ultrastructure of round spermatids of KO and KI mice revealed several abnormalities in acrosome formation that includes failure of pro-acrosome vesicles to fuse to form a single acrosome vesicle, and fragmentation of acrosome structure. Our findings highlight the crucial role of pGRTH in differentiation of round spermatids into elongated spermatids, acrosome biogenesis and its structural integrity.

## 1. Introduction

Mammalian spermatogenesis is a complex and dynamic process of germ cell proliferation and differentiation within the seminiferous epithelium of the testis to facilitate the production of sperm [1,2]. Male fertility relies upon steady-state spermatogenesis, beginning with self-renewing spermatogonial stem cells, giving rise to progenitor spermatogonia that initiate spermatogenic differentiation to ultimately form mature spermatozoa [3,4]. The germ cells undergo precise transitions between multiple cell types and cellular processes, including mitosis, meiosis and spermiogenesis, which is accompanied by spermatid elongation and chromatin repackaging [3,4]. The process of germ cell development from spermatogonia into mature sperm depends on the integrated expression of a range of genes in a precise temporal order [5,6]. In the adult mammalian testis, the majority of mRNAs are associated with specific RNA binding proteins as a messenger ribonuclear protein (mRNP) complex. mRNAs are transported from nucleus to the cytoplasm where messages are translationally repressed, presumably in the Chromatoid Bodies (CBs) of round spermatids (RSs). Translational activation of stored mRNAs transported to polyribosomes at later times during spermatid development is essential for the progression of spermatogenesis [7,8].

Gonadotropin-regulated testicular RNA helicase (GRTH), also known as DDX25, is a novel testis-specific RNA helicase identified in our laboratory, which plays an essential role in the progression of spermatogenesis [9,10,11,12,13,14]. GRTH belongs to DEAD-box protein family of RNA helicases explicitly expressed in the Leydig cells and germ cells of testis and is transcriptionally regulated by gonadotropins via androgen [10,11,12]. It is involved in multiple functions as a post-transcriptional regulator of specific genes in germ cells during spermatogenesis. GRTH is an integral constituent in the mRNP complex that transports specific germ cell mRNAs from the nucleus to cytoplasmic sites including CBs for storage prior to their translation during spermatogenesis [12,13,14]. CBs are non-membranous organelles residing in the cytoplasm of RSs where specific mRNAs are stored and later processed during spermiogenesis [8,11,12]. We have shown that pGRTH binds to actively translating polyribosomes and might play an important role in translation of specific genes in germ cells, such as transition proteins (*Tnp1*/*Tnp2*), protamines (*Prm1*/*Prm2*), phosphoglycerate kinase and testicular angiotensin-converting enzyme [15,16]. We previously reported two forms of GRTH protein in germ cells, a 61 kDa phosphorylated species exclusively found in the cytoplasm and a 56 kDa non-phosphorylated species in the nucleus, also present in the cytoplasm [12,13,14]. The 61 kDa phosphorylated GRTH (pGRTH) protein in the cytoplasm participates in shuttling of specific mRNAs in and out of the CBs, and associates with polyribosomes for translation. While the 56 kDa non-pGRTH protein is involved in the export of mRNAs from nucleus to cytoplasm [11,14]. GRTH knock-out (KO) mice are infertile with complete loss of elongating spermatids (ESs) and sperm due spermatogenic arrest at step 8 of RS development [11]. In the RSs of these null mice, the size of the CBs was markedly reduced, indicating either a decrease in or loss of mRNAs essential for progression of spermiogenesis [11,13]. Our previous studies identified a missense mutation of Arg to His at position 242 (R242H) in the GRTH gene in 5.8% of Japanese men with non-obstructive azoospermia [17]. In vitro experiments performed by overexpressing the human mutant GRTH (R242H) construct in COS-1 cells revealed the loss of cytoplasmic 61 kDa pGRTH species, while maintaining the expression of a 56 kDa non-phospho form [17]. We established that GRTH was phosphorylated by Protein Kinase A (PKA) at the T239 residue. cAMP treatments increase the phosphorylation of GRTH in COS-1 cells by regulating PKA activity [18]. Mutations in E165/K240/D237 amino acids surrounding the R242 residue at the GRTH–PKA interface results in marked reduction in GRTH phosphorylation [18]. Subsequently, we created transgenic GRTH Knock-In (KI) mice bearing the human GRTH gene with the R242H mutation, which lacks the 61 kDa cytoplasmic pGRTH form but retains the non-pGRTH form in the nucleus [19]. The homozygous KI mice are infertile with the absence of mature sperm due to failure of RSs to elongate while showing normal mating behavior. In these KI mice, loss of pGRTH has significant effects on the levels of mRNA and protein of TP2, PRM2 and TSSK6 [19]. In the present study, we performed single-cell RNA-seq (scRNA-seq) profiling of testicular germ cells isolated from KO, KI and WT mice using the 10× Genomics Chromium platform to understand the role of phospho and non-phospho GRTH in gene expression dynamics in different stages of germ cell development during spermatogenesis. The scRNA-seq data from different cell types (meiotic to haploid germ cells) will provide a detailed transcriptome landscape, which then will allow us to better understand the changes in the gene expression profiles at specific stages of germ cell development/differentiation during spermatogenesis. Using scRNA-seq transcriptomic profiles from the KO and KI germ cells, we also want to find out various biological processes affected due to the loss of pGRTH that will delineate the precise role of pGRTH in RS differentiation during spermiogenesis.

## 2. Results

### 2.1. Single-Cell RNA-Sep Establishes Different Germ Cell Clusters in the Adult Mouse Testis

Here, we performed scRNA-seq of testicular cells isolated from seminiferous tubules of WT, KO and KI mice. 

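Testicular cells of each genotype were run on the Chromium droplet system, in which a cell is enclosed with a barcoded bead and each captured transcript receives a unique molecular identifier (UMI), so that 1 UMI counts 1 molecule. The paper states that cells of 2 mice aged 8 to 16 weeks were pooled for each genotype, whereas the sample labels give 1 mouse of 8 weeks, and both give 7000 cells loaded. There was 1 library for each of WT, KO and KI, so no difference between genotypes has a replicate and no test across samples was possible. Each interval given for a sum of UMIs (exact Poisson) or for a share of cells (exact Clopper-Pearson) is a 95% interval and covers counting error only. The authors aligned the reads to the mm10 assembly of the mouse genome with Cell Ranger 4 and deposited the raw UMI counts of every gene and barcode of each library, without normalization and before cells were called. The counts summed to 82973909 UMIs in WT, 91388296 in KO and 73150373 in KI. The paper gives its depth as mapped reads per cell, whereas the values here use UMIs. Called cells held 68.0% of the UMIs in WT, 56.4% in KO and 60.1% in KI, or a mean of 8041, 10862 and 21924 per cell.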

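Cells were called from the deposited counts in the way Cell Ranger does by default. Barcodes of high UMI totals were taken for an expected 3000 cells, which gave 2252, 1540 and 769 cells in WT, KO and KI. Other barcodes with at least 500 UMIs were compared with the profile of the barcodes ranked 45000 to 90000 by UMIs at a false discovery rate of 0.01, which added 4761, 3203 and 1237 cells. At most 20000 barcodes were compared in a library, a limit that only KO reached. Cells with more than 500 genes and under 10% mitochondrial UMIs were kept, as in the paper's methods. The 3 libraries were integrated with SCTransform in Seurat 5.3.0 over 2000 genes, and 100 principal components were clustered with the Leiden algorithm at a resolution of 0.3. The genes that the paper names and those read from Fig. 4 were left out of the 2000 genes, so that they did not define the clusters. Genes found by name or by rank were not left out, and 11 of the 13 mitochondrially encoded genes, 7 of the 80 ribosomal protein genes, 6 of the 83 nuclear genes of oxidative phosphorylation, 4 of the 16 axonemal dynein heavy chains and 1 of the 10 genes of largest change were among the 2000. Clusters were named from markers of spermatogonia (SG), spermatocytes (SP), round spermatids (RS), elongated spermatids (ES) and somatic cells, and a name with the ending -like marks such a rebuilt class. Expression was compared on the UMIs summed over all cells of a class in a library, scaled to the total of that sum as CPM, and each log2 ratio against WT was taken after adding 1 CPM to both values.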

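Ddx25 (ENSMUSG00000032101), the gene that encodes GRTH, lies on the minus strand of chromosome 9 of GRCm38 from 35536647 to 35558528. RS-like cells held 1954 Ddx25 UMIs in WT, 0 in KO and 1525 in KI. Against the 3 UMIs that a count of 0 allows, Ddx25 was at least 467-fold lower in KO than in WT. SP-like cells held 4295 UMIs in WT, 10 in KO and 2328 in KI, or 212, 0.329 and 87.7 CPM. Barcodes ranked as empty held 1195, 75 and 896 UMIs, whose origin was not tested. In RS-like cells of KI the level was 133 CPM against 109 CPM in WT, a log2 ratio of 0.28 (0.19 to 0.38) that became −0.12 with TMM size factors, −0.18 without integration of the libraries and −0.05 with cluster 8, the later of the RS-like clusters, left out, the last of these chosen after seeing the data. KI mice carry the human gene, and whether its transcripts were counted on mouse Ddx25 was not analysed here.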

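The filter left 5867 WT, 4063 KO and 1570 KI cells, 11500 in all. The gene minimum had removed 745, 46 and 177 called cells of WT, KO and KI, and the mitochondrial limit had removed 401, 634 and 259. The median cell held 5119 UMIs and 1564 genes in WT, 3973 UMIs and 2221 genes in KO, and 11751 UMIs and 3977 genes in KI. Depth per cell differed between the libraries, so these numbers of genes were not compared. Over all cells the median was 1947 genes. Median mitochondrial UMIs were 0.058%, 1.64% and 1.33% in WT, KO and KI. Cell calling moved the number of cells most: without it, the same limits on genes and mitochondrial UMIs kept 8054 WT, 22930 KO and 6594 KI barcodes. Doublets were not removed, since the methods name no such step. Scrublet marked 162 cells of WT, 4 of KO and 6 of KI as doublets, so it separated hardly any in KO and KI.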

Standard data processing of the total ~13,500 cells showed an average of nearly 25,000 mapped reads/cell with a median of 2100 genes/cell, all of which indicate the robustness of the sequencing method (Figure S1, Table S2). 

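The 11500 cells fell into 13 clusters. A cluster was given a name only if at least 3 markers of a class were higher in it than in the other cells and that class led the next one, which held for each cluster except 12. Clusters 2 and 9 were ES-like, clusters 3, 4, 7 and 13 SP-like, clusters 5 and 8 RS-like and cluster 10 Sertoli-like. In cluster 8 the ES markers came next, with a score of 1.16 against 1.37 for the RS markers. The mitochondrial genes mt-Co2, mt-Atp6 and mt-Co1 were among the leading genes of cluster 4. Cluster 11 scored highest for SG and was led by Dazl, Auts2, Ncl, Sycp1, Tex101 and Sycp3. Its 10 leading genes held 1 SP marker and no SG marker, so it was compared only by its number. Cluster 1 (1631 cells) was led by Pcdh9, Tmem190, Acrv1, Pdilt and Spaca1 and scored highest for RS. It was left unnamed because its cells held a median of 0.287 of their own library's median UMIs and none of the RS markers used for naming was among its 10 leading genes. These markers leave out the genes that the paper names, such as Acrv1 and Spaca1 here. Cluster 6 (1017 cells) was led by Cks2, Calm2, Hmgb2 and Sycp3 together with the haemoglobin gene Hbb-bs, with none of the SP markers used for naming, which leave out Sycp3 and Calm2, among its 10 leading genes, and its cells held a median of 0.337 of their library's UMIs. Cluster 12 (250 cells) was led by Lcn2, Apoe, Ptgds, Cst3, Cd74 and Dcn, and no class led there. Clusters 6 and 12 were also left unnamed. If the genes that the paper names had counted as markers, the reasons given for clusters 1 and 6 would not have held.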

Unsupervised clustering of testicular cells via tSNE analysis identified 15 clusters representing the complete spermatogenic lineage, with a small contribution from somatic cells (Figure 1A). 

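Every cluster held cells of all 3 libraries, and apart from cluster 9 the smallest numbers were the 30 WT, 55 KO and 22 KI cells of cluster 13. Cluster 9 had 553 WT cells, 1 KO cell and 1 KI cell, and a cluster of nearly a single library cannot be told apart from that library. Cluster 2, the other ES-like cluster, had 1323 WT, 188 KO and 42 KI cells, which were 22.6%, 4.63% and 2.68% of the cells kept. The unnamed clusters took 22.4% (21.3 to 23.5) of the cells in WT, 26.5% (25.2 to 27.9) in KO and 32.2% (29.9 to 34.6) in KI. Of these, cluster 1 held 11.5%, 17.4% and 16.1%, cluster 6 held 9.99%, 6.52% and 10.6%, and cluster 12 held 0.954%, 2.61% and 5.61%.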

We created tSNE clustering of all the cells based on individual samples (WT, KO and KI; Figure 1B). Heatmap showing top-20 differentially expressed genes (DEGs) in all the 15 clusters (Figure 1C). Based on previously known cell-type marker gene expression, we identified clusters 13 to 15 as somatic cells and clusters 1–12 correspond to germ cells (Figure 1D). 

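The clusters named after germ cells, cluster 11 included, held 4349 cells in WT, 2729 in KO and 979 in KI. Sertoli-like cells numbered 204, 256 and 85, or 3.48% (3.02 to 3.98), 6.30% (5.57 to 7.09) and 5.41% (4.35 to 6.65) of the cells kept in WT, KO and KI. Cluster 12, whose leading genes are of somatic cells, had 56, 106 and 88 cells.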

Clusters 13, 14 and 15 were identified as macrophages, Sertoli cells and myoid cells, respectively (Table S3). 

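Cluster 10 was named from Sertoli cell markers that include Cst9, Rhox8 and Clu, so their levels there describe the cluster and are no separate result. Cst9 was at 805 CPM in WT, 545 in KO and 533 in KI, Rhox8 at 151, 135 and 160 CPM, and Clu at 344, 268 and 571 CPM. The macrophage gene Adgre1 had 0, 1 and 1 UMIs in these cells. In cluster 12, the macrophage markers scored 3.36 and the stromal and myoid markers 3.35, so the cluster was not assigned to either. It held Apoe at 2660, 4197 and 5068 CPM, Adgre1 at 79.1, 74.7 and 106 CPM and Cd163 at 9.89, 20.7 and 13.8 CPM beside Igfbp6 at 707, 508 and 381 CPM and Ptch1 at 64.3, 68.5 and 108 CPM. Over these 8 somatic genes, the median log2 ratio in RS-like cells was 0.43 in KO and −0.07 in KI.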

Analysis of the top-10 most DEGs between cell clusters 1 and 12 identified characteristic germline-specific markers for each cell type, classified into four major germ cell types: spermatogonia (SG), spermatocytes (SPs), round spermatids (RSs) and elongated spermatids (ESs). 

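Dmrt1, Uchl1, Ncl, Hells and Dazl were not among the genes used for clustering or for naming. In cluster 11, which had 112 cells in WT, 135 in KO and 76 in KI, Dmrt1 was at 93.6, 83.5 and 127 CPM and Uchl1 at 99.8, 112 and 221 CPM in WT, KO and KI. Ncl was at 781, 1142 and 1185 CPM, Hells at 374, 529 and 521 CPM and Dazl at 1296, 1379 and 1456 CPM. All 5 genes were lower in SP-like cells of all 3 libraries, with Dmrt1 at 0.889, 0.362 and 0.414 CPM, Uchl1 at 4.20, 4.80 and 6.44 CPM, Ncl at 31.7, 32.2 and 40.1 CPM, Hells at 27.7, 24.0 and 26.2 CPM and Dazl at 49.3, 43.5 and 64.6 CPM. In RS-like cells Dazl was at 6.94, 21.8 and 25.5 CPM, and the median log2 ratio of the 5 genes was 0.43 in KO and 0.60 in KI. Dmrt1 lies on chromosome 19 of GRCm38 from 25505618 to 25604329 and Dazl on chromosome 17 from 50279395 to 50293636.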

We identified cluster 1 as SG that expresses *Dmrt1*, *Uchl1*, *Ncl*, *Hells* and *Dazl* genes (Figure 1D). Clusters 2–5 represent distinct states that are transitioning from differentiating SG to SP. These cells express early SP marker genes involved in meiotic division and RNA binding, such as *Sycp3*, *Hormad1*, *Piwil1* and other late SP-related genes *Tex101*, *Rsph1* and *Calm2* (Figure 1D). 

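SP-like cells numbered 1269 in WT, 1732 in KO and 557 in KI. Piwil1 was at 397, 346 and 411 CPM in them and at 6.88, 8.27 and 4.89 CPM in RS-like cells, and Rsph1 was at 2443, 3040 and 2982 CPM against 429.5, 693 and 751 CPM. Sycp3 was at 334, 419 and 428 CPM in SP-like cells and higher, at 1674, 1857 and 1629 CPM, in cluster 11. The same order held for Hormad1, with 245, 258 and 278 CPM in SP-like cells and 1305, 1109.9 and 1073 CPM in cluster 11, and for Tex101, with 266, 237 and 255 CPM and 1393, 1337 and 1161 CPM. Calm2 was at 1487, 1669.7 and 1617 CPM in SP-like cells and at 45.3, 76.0 and 44.3 CPM in RS-like cells. In RS-like cells the median log2 ratio of the 6 genes was 0.71 in KO, and in KI it was 0.39 by totals but −0.01 with TMM size factors.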

We then searched for clusters with marker genes that are very specific to spermiogenesis (differentiation of RS to ES). 

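None of Acrv1, Spaca1, Spaca3, Catsper3, Catsper4, Eqtn and Tssk1 was used to define or name a cluster. In WT, Acrv1 was at 449 CPM in RS-like cells, 86.0 CPM in SP-like cells and 17.9 CPM in ES-like cells. Spaca1 was at 521, 83.7 and 34.8 CPM, Eqtn at 172, 12.6 and 9.66 CPM and Tssk1 at 605, 54.7 and 152 CPM in these classes. Spaca3 was at 641 CPM in RS-like and 72.1 CPM in SP-like cells, Catsper3 at 135 CPM and Catsper4 at 149 CPM in RS-like cells. The highest levels were in cluster 1, left unnamed for its few UMIs, with Acrv1 at 2412 CPM and Spaca1 at 2009.6 CPM in WT. Against WT, the median log2 ratio of the 7 genes in RS-like cells was 0.38 in KO and 0.37 in KI by totals, and 0.03 and −0.03 with TMM size factors. Acrv1 lies on chromosome 9 from 36693220 to 36698843 and Spaca1 on chromosome 4 from 34024874 to 34050191.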

We identified clusters 6–8 as RSs that highly express acrosome-related genes, such as *Acrv1*, *Spaca1/3*, *Catsper3/4*, *Eqtn* and *Tssk1*. Finally, clusters 9–12 belong to ESs that specifically express genes involved in chromatin condensation/packing and elongation of spermatids, such as *Tnp1*, *Tnp2*, *Prm1*, *Prm2*, *Tssk6*, *Spem1*, *Ccdc91* and *Oaz3* (Figure 1D). 

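Tnp1, Tnp2, Prm1, Prm2, Tssk6, Spem1, Ccdc91 and Oaz3 were kept out of the genes used for clustering. In WT, each was higher in ES-like than in RS-like cells, from Prm1 at 118125 CPM against 37021 CPM and Prm2 at 123569.6 CPM against 24156 CPM to Ccdc91 at 1902 CPM against 567 CPM. Tnp1 was at 30549 CPM against 13624 CPM and Tnp2 at 34009 CPM against 18785 CPM. ES-like cells numbered 1876 in WT, 189 in KO and 43 in KI. The levels in ES-like cells of KO and KI were lower, with Prm1 at 19178 and 40832 CPM and Tssk6 at 523 and 1135 CPM against 2583 CPM in WT. Genes of RS were higher there, with Acrv1 at 416 CPM in KO and 177 CPM in KI. Prm1, Prm2 and Tnp2 lie side by side on the minus strand of chromosome 16, Prm1 from 10796326 to 10805839, Prm2 from 10791380 to 10796134 and Tnp2 from 10787936 to 10788660.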

Dot plot analysis showed average expression of specific marker genes used for identification of cell types (Figure 2A). We then created the tSNE clustering of all spermatogenic and somatic cells based on the markers identified for each cell type (Figure 2B).

### 2.2. Pseudotime Trajectory Analysis of Germ Cell Development during Spermatogenesis

For further downstream analysis, somatic cell clusters were excluded from gene expression analysis, and we focused on germ cell clusters 1–12. We clustered only the germ cells from WT, KO and KI samples undergoing different stages of spermatogenic development into four major cell types (Figure 3A). 

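SP-like cells made up 29.2% (27.8 to 30.6) of the germ cells of WT, 63.5% (61.6 to 65.3) of KO and 56.9% (53.7 to 60.0) of KI. RS-like cells made up 25.1% (23.8 to 26.4), 24.7% (23.1 to 26.3) and 31.0% (28.1 to 34.0), and cluster 11 made up 2.58% (2.12 to 3.09), 4.95% (4.16 to 5.83) and 7.76% (6.16 to 9.62). The denominators leave out the unnamed clusters 1, 6 and 12. They include the ES-like cells, whose small number in KO and KI raises the other shares there. RS-like and SP-like cells numbered 1092 and 1269 in WT, 673 and 1732 in KO and 303 and 557 in KI. Relative to SP-like cells, RS-like cells were thus fewer in both mutants. Without cell calling this did not hold in KI (570 and 560, compared with 1230 and 1275 in WT). The SP-like share was higher in both mutants under every alternative tried, whereas the RS-like share of KO was above that of WT under 9 of 14 alternatives and below it under 5. Without integration of the libraries RS-like cells made up 31.3% of the germ cells of WT, 50.7% of KO and 50.8% of KI, and with cluster 1 counted as RS-like 35.1%, 40.2% and 45.1%. With cells called by their UMI totals alone the shares were 40.5%, 33.0% and 33.2%, highest in WT. These alternatives were chosen for the RS-like share after seeing the data.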

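Germ cells of all 3 libraries were ordered together by diffusion pseudotime with 15 nearest neighbours, rooted in cluster 11; Monocle 3 was not used here. In WT, the median pseudotime was 0.175 in cluster 11, 0.702 in SP-like, 0.846 in RS-like and 0.914 in ES-like cells.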

We performed pseudotime analysis on these major germ cell clusters, which revealed a long, continuous trajectory of germ cell development, sometimes separated by distinct states, indicating temporal order of spermatogenesis in the WT sample (Figure 3B). However, in the case of KO and KI samples, this continuous trajectory of germ cell development is halted in the RS stage, where RSs fail to elongate completely, with no distinct ES (Figure 3B).

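ES-like cells made up 43.1% (41.7 to 44.6) of WT germ cells, 6.93% (6.00 to 7.94) of KO and 4.39% (3.20 to 5.87) of KI germ cells. The share was highest in WT under every alternative tried, and the alternative that moved KO most was clustering without integration of the libraries, which gave 45.7%, 0.325% and 0.780% in WT, KO and KI. Of the cells of cluster 2, only 9 of 188 in KO and 7 of 42 in KI stayed in an ES-like cluster without integration, compared with 1315 of 1323 in WT. Median pseudotime of the RS-like cells was 0.811 in KO and 0.808 in KI. Their upper quartile was 0.895 in each, compared with 0.894 in WT, so the later RS-like cells did not lie earlier in the mutants. Cells past the 95th percentile of the WT RS-like cells, at a pseudotime of 0.905, made up 32.0% (30.6 to 33.4) of germ cells in WT, 8.47% (7.45 to 9.57) in KO and 7.56% (5.98 to 9.40) in KI. Of these late cells, 1337 of 1392 in WT, 126 of 231 in KO and 30 of 74 in KI were ES-like. The rest were RS-like, 105 of the 673 RS-like cells in KO and 44 of 303 in KI. In WT they were 55 of 1092, a share that the limit itself sets. With the cells that Scrublet marks removed, the late share was 5.22% in WT, 18.3% in KO and 25.0% in KI, but the ordering of the cells itself had changed. The WT medians then put SP-like cells (0.935) past RS-like (0.874) and ES-like cells (0.771), and 0 of the late cells of any library were ES-like, so that this share does not count cells past RS. The empty barcodes differed between the libraries, with Prm1 at 19542, 6039 and 8221 CPM in WT, KO and KI, and the effect of free transcripts on the place of single cells was left open. From the trajectories of the 3 genotypes, in which WT runs on to ES and distinct ES are missing in KO and KI, the paper states that germ cell development is halted in RS.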

### 2.3. Transcriptional Profiles Are Significantly Altered in RS of KI and KO Mice during Spermiogenesis

We identified specific cohorts of genes with maximal expression in clusters 6–12 where the germ cells are transitioning from early stages of RS to ES (condensed spermatid) during spermiogenesis (Figure 4A). 

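The names of 39 genes were read by eye from Fig. 4A, so they serve as a description and were not used for a test. Over these genes, the median log2 ratio in RS-like cells was −0.17 in KO (−0.21 to −0.13) and −0.32 in KI (−0.34 to −0.28), with 21 genes lower in KO and 25 in KI. With TMM size factors the medians were −0.52 and −0.72, with 32 and 35 genes lower. In cluster 5, a median of 34.4% of WT, 26.2% of KO and 21.7% of KI cells held a UMI of a gene of Fig. 4A after each cell was thinned to 1000 UMIs, and 31 of the 39 genes were lower in both KO and KI. In cluster 8 the shares were 42.2%, 43.0% and 42.1%, with 17 genes lower in both. In SP-like cells 26 of the genes were lower in both, and in Sertoli-like cells 16. The unthinned shares were 95.7%, 90.8% and 96.3% in cluster 5 and 91.9%, 87.3% and 88.6% in cluster 8. Cells of fewer UMIs were left out, 7 of WT and 4 of KO in cluster 5 and 12 and 2 in cluster 8. In Sertoli-like cells, which should lack these transcripts, the thinned shares were 19.0%, 15.3% and 14.5% at median depths of 1617, 1580.0 and 1477 UMIs, compared with 12483, 13113 and 27072 UMIs in cluster 5 and 11892, 15362.5 and 16981.5 UMIs in cluster 8. The unthinned shares of Sertoli-like cells were 29.9%, 29.3% and 23.5%, and 62, 66 and 30 of them were left out.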

We then examined the changes in gene expression of selected specific marker genes during the spermiogenesis process in WT, KO and KI samples. 

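The names of 34 genes were read by eye from Fig. 4B. With each cell thinned to 1000 UMIs, a median of 36.2% of WT, 37.0% of KO and 34.2% of KI RS-like cells held a UMI of such a gene. The unthinned shares were 82.6%, 89.7% and 91.9%, at median depths of 12262, 13542 and 25863 UMIs. Shallower cells were left out, 19 of WT and 6 of KO. Of the 34 genes, 20 had a lower thinned share in RS-like cells of both KO and KI than in WT. Within cluster 5 this held for 29 genes and within cluster 8 for 14. In SP-like cells it held for 24 genes and in Sertoli-like cells for 14, so the number in RS-like cells does not stand out. Sertoli-like cells, which should lack these transcripts, had thinned shares of 18.3%, 15.5% and 14.5% and unthinned shares of 28.7%, 29.5% and 23.5%. In SP-like cells the thinned shares were 7.45%, 7.05% and 3.80% and the unthinned ones 31.9%, 30.6% and 38.3%. SP-like cells had median depths of 10994, 9353 and 32289 UMIs, and thinning left out 27, 51 and 4 of them. An equal amount of free transcripts per droplet would give a lower thinned share in deeper cells, so the thinned shares cannot test for it. The unthinned shares of SP-like and Sertoli-like cells were close in WT and KO and further apart in KI. The thinned share in ES-like cells of WT, 11.4%, lay between those of SP-like and Sertoli-like cells of WT, whereas those of KO (39.1%) and KI (36.8%) lay above both, with 2, 24 and 5 cells left out and median depths of 4572.5, 2287 and 2440.0 UMIs. On the summed UMIs of RS-like cells, the median log2 ratio was −0.12 in KO and −0.30 in KI, with 18 and 21 genes lower, and −0.47 and −0.70 with TMM size factors, with 26 and 31 genes lower.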

The dot plot analysis revealed significant changes/down-regulation in the transcriptional profiles of specific genes in spermatids at different stages (early to late) of development/differentiation during spermiogenesis in both KO and KI mice compared to WT (Figure 4B). 

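RS-like cells were compared on 17873150 UMIs from 1092 WT cells, 12819905 UMIs from 673 KO cells and 11462289 UMIs from 303 KI cells. Prm1, Prm2, Tnp1 and Tnp2 took 9.36% of these UMIs in WT, 3.27% in KO and 2.54% in KI, and a smaller share of these leaves more of the CPM to all other genes. Over the 3477 genes with a mean of at least 50 CPM, the median log2 ratio was 0.23 in KO and 0.26 in KI, and with TMM size factors it was −0.13 and −0.15. Genes of highest and lowest ratio were ranked by the smaller of the KO and KI ratios. Higher in both were Yipf6 (log2 ratio 2.86 in KO and 2.66 in KI), Pfn1 (2.56 and 2.47), Gm9 (2.34 and 2.31), 4933428M09Rik (1.88 and 1.86) and Foxp1 (1.78 and 1.93), of which Yipf6, Gm9 and 4933428M09Rik lie on chromosome X. Lower in both were 1700010B08Rik (−2.24 and −2.15), 1700031F10Rik (−2.13 and −2.32), Tomm22 (−1.92 and −2.24), Tlcd1 (−1.86 and −2.17) and Prm1 (−1.85 and −2.23). The annotation lists 1700031F10Rik as antisense to another gene, so its UMIs are uncertain. Of the genes in the paper's Table S4, 675 for KO and 808 for KI were found in the counts, and 91.0% (88.5 to 93.0) and 90.8% (88.6 to 92.7) had the sign the paper lists. That list came from these same libraries and is not independent of them. Without integration the share fell to 77.9% in KO and 84.7% in KI, the largest move.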

In further studies, we performed differential gene expression analysis on a RS cluster to find out DEGs between KI vs. WT and KO vs. WT groups (Table S4). Functional enrichment analysis on DEGs was performed to gain more insight on the biological functions that are significantly altered. 

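Over Tnp1, Tnp2, Prm1, Prm2, Tssk6, Spem1, Ccdc91 and Oaz3, which act in the packing of chromatin and the elongation of spermatids, the median log2 ratio in RS-like cells was −1.09 in KO (−1.13 to −1.05) and −1.45 in KI (−1.48 to −1.42). All 8 genes were lower in both, and both medians lay below those of all 10000 random lists of 8 genes matched on mean expression. The direction depended on which cells were counted as RS. Without integration, 7 of these genes were higher in KO than in WT, from Spem1 at 0.08 and Prm1 at 0.09 to Tnp2 at 0.66 on the log2 scale, and Tnp2 (0.27), Prm2 (0.01) and Ccdc91 (0.26) were higher in KI. With cluster 8 left out, an alternative chosen after seeing the data, Ccdc91 alone changed its direction, to 0.01 in KO. The 16 axonemal dynein heavy chain genes, which drive movement along microtubules, had a median log2 ratio of 0.54 in KO and 0.81 in KI, at percentiles 96.96 and 99.9 of random lists, and of 0.21 and 0.42 with TMM size factors. No enrichment of gene ontology terms was run, since 1 library per genotype gives no set of changed genes.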

GO analysis on DEGs for both groups revealed that changes in the biological process were significantly enriched in spermatid development/differentiation, microtubule-based movement, ribonucleoprotein complex assembly and translation process (Figure 4C,D). 

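For 7 genes of the acrosome, Tssk1, Acrv1, Iqcf1, Spata25, Eqtn, Capza3 and Atp6v1e2, the median log2 ratio in RS-like cells was 0.30 in KO (0.26 to 0.34) and 0.16 in KI (0.12 to 0.19) by totals, and −0.05 and −0.24 with TMM size factors. The medians lay at percentiles 91.8 and 70.3 of random lists. The paper selected the genes of its qRT-PCR from the changed genes of these same libraries. Percentiles of these lists, that of translation included, are thus no independent result. By totals, Iqcf1 (log2 ratio −0.50 in KO and −0.81 in KI) and Capza3 (−0.45 and −0.48) were lower and the other 5 genes higher in both, whereas with TMM size factors 4 genes were lower in KO and 6 in KI. Relative to the median of all genes, the list was at 0.08 in KO and −0.10 in KI. Without integration Iqcf1 was higher than in WT, by 0.35 in KO and 0.06 in KI. For 5 genes of translation, Eif4e, Eif1, Eif2s2, Rps26 and Rps29, the median was −0.34 in KO and −0.32 in KI, at percentiles 1.74 and 5.58, and all 5 genes were lower in both. TMM size factors moved this list most, to −0.69 and −0.72. Relative to the median of all genes it was at −0.57 and −0.58. In Sertoli-like cells all 5 genes were lower in both mutants too, with medians of −0.26 in KO and −0.43 in KI by totals. Relative to the median of all genes, those medians were −0.47 and −0.54. In SP-like cells the medians were −0.20 and −0.18, with 4 genes lower in each. The fall of this list was thus not limited to RS-like cells, and a difference of the whole library stays open. Adding Spaca1, Spaca3, Spaca4, Catsper3 and Catsper4 to the acrosomal genes gave a median of 0.36 in KO and 0.20 in KI, and of 0.01 and −0.20 with TMM size factors.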

Changes in the cellular component for DEGs were primarily enriched in secretory granule/acrosome vesicle, microtubule and ribosome (Figure 4C,D). qRT-PCR validation of the selected genes related to acrosome function (*Tssk1*, *Acrv1*, *Iqcf1*, *Spata25*, *Eqtn*, *Capza3*, *Atp6v1E2*) and translation process (*Eif4e*, *EiF1*, *Eif2s2*, *Rps26*, *Rsp29*) showed significant down-regulation in the RS isolated from KO and KI mice (Figure 5A,B). We found cell-cycle-related genes, such as *Ccna1*, *Cdc20*, heat-shock protein gene *Dnajc3* and dynein axonemal gene *Dnah8,* were up-regulated in KO and KI mice. 

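In RS-like cells, Ccna1 was at 53.9 CPM in WT, 107 CPM in KO and 114 CPM in KI, Cdc20 at 34.8, 107 and 113 CPM, Dnajc3 at 10.5, 29.1 and 29.8 CPM and Dnah8 at 109, 151 and 172 CPM. The log2 ratios were 0.98 and 1.06 for Ccna1, 1.59 and 1.68 for Cdc20, 1.39 and 1.42 for Dnajc3, and 0.46 and 0.65 for Dnah8 in KO and KI. The median of the 4 genes was 1.18 in KO (1.06 to 1.31) and 1.24 in KI (1.10 to 1.36), at percentiles 99.96 and 99.94 of random lists. The paper chose these genes for their rise in these same libraries, so such percentiles are no independent result. It moved most when counts per 10000 were averaged over cells with 1 added before the log2, to 0.40 and 0.43, on which scale genes of few UMIs change less. All 4 genes were higher in SP-like than in RS-like cells, with Ccna1 at 179.5, 188 and 181 CPM, Cdc20 at 189, 253 and 236 CPM, Dnajc3 at 90.9, 109 and 125 CPM and Dnah8 at 1287, 1507 and 1677 CPM in WT, KO and KI. Ccna1 lies on chromosome 3 from 55045469 to 55055501, Cdc20 on chromosome 4 from 118432901 to 118437352, Dnajc3 on chromosome 14 from 118937976 to 118981697 and Dnah8 on chromosome 17 from 30624354 to 30877365.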

The qPCR results corroborate with DEGs from RS cluster in our scRNA-seq data (Figure 5A,B).

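In the plot of the qRT-PCR genes, the log2 ratios of RS-like cells stand side by side for the totals and for TMM size factors. With TMM size factors Tssk1 was at −0.05 in KO and −0.24 in KI, Acrv1 at 0.03 and −0.03, Iqcf1 at −0.85 and −1.21, Spata25 at 0.17 and −0.22, Eqtn at 0.22 and 0.12, Capza3 at −0.80 and −0.88, and Atp6v1e2 at −0.16 and −0.26. Of the genes of translation Eif4e was lowest at −1.51 and −1.77, and Ccna1, Cdc20, Dnajc3 and Dnah8 stayed above 0, at 0.63, 1.25, 1.06 and 0.11 in KO and at 0.67, 1.28, 1.04 and 0.25 in KI. Tex29, the reference gene of the qRT-PCR, was at 0.73 in KO and 0.38 in KI by totals and at 0.37 and −0.02 with TMM size factors. The paper sets its qRT-PCR of isolated RS beside the genes of its RS cluster and reasons that both give the same changes.

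**Figure D1:**
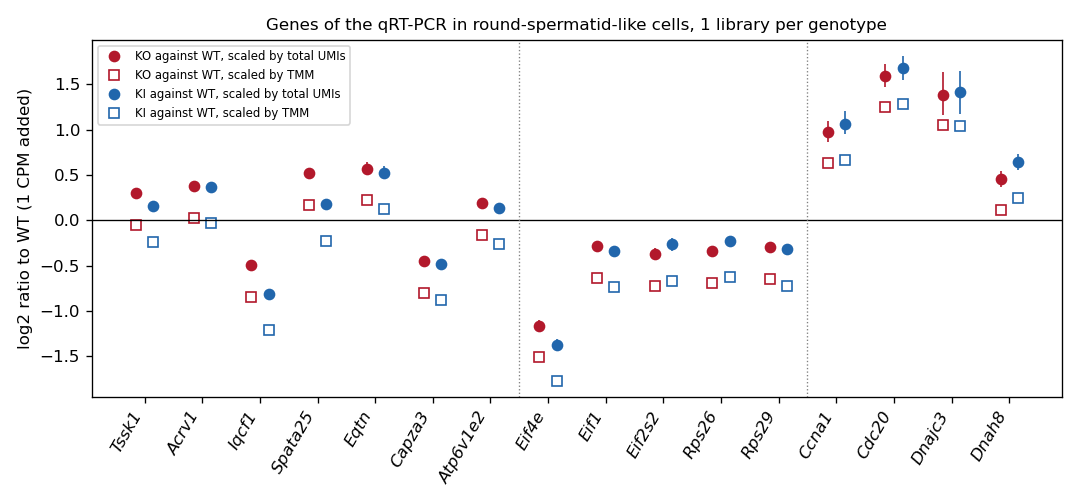
Log2 ratio to WT in RS-like cells of KO (red) and KI (blue) for the 16 genes of the qRT-PCR, with 1 CPM added. Filled circles are scaled by total UMIs, with vertical lines for the 95% counting interval, and open squares are scaled by TMM, and dotted lines part the acrosomal genes, the genes of translation and the raised genes. Iqcf1 and Capza3 lie below 0 in both scalings, Tssk1 and Atp6v1e2 change sides between the scalings in KO and KI, Spata25 and Acrv1 do so in KI only, and the 5 genes of translation lie below 0 and the 4 raised genes above 0 in both.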

### 2.4. Morphological Changes in Acrosome Formation in Developing RS Revealed by TEM

During the spermiogenesis process, acrosome formation is a crucial event for the development/differentiation of RSs into elongating spermatids. Golgi apparatus plays a critical role in the formation of the acrosome that involves the fusion of pro-acrosome vesicles (PVs) derived from the trans-Golgi network (TGN) for the formation of a single, large acrosomal vesicle attached to the nuclear envelope. Since the acrosome-related genes were significantly affected, we looked at the morphological changes in the acrosome formation and its structural integrity during spermiogenesis. We used FITC-tagged peanut-agglutinin (PNA) staining to label the acrosome in the developing spermatids. PNA staining in WT RS in the Golgi phase accumulates homogeneously as a single distinct acrosomal vesicle (Figure 6A,B). In the cap phase, the WT RSs display a characteristic single uniform layer of acrosomal caps attached to the nucleus (Figure 6G,H). While both KO and KI spermatids display acrosomal defects, PNA staining showed a dispersed pattern with more than one acrosome vesicle in the Golgi phase (Figure 6C–F,I–L). We observed acrosomal structures appeared discontinuous, indicating that they were abnormally fragmented without the formation of a distinct cap-shaped acrosome (Figure 6C–F,I–L).

To understand the failure of acrosome formation in detail, we examined the ultrastructure of developing RSs using TEM. We observed noteworthy abnormalities/defects in the acrosome structure and Golgi complex (which play an essential role in acrosome vesicle formation) in RS of KI and KO. In WT mice, we could observe all the four phases of acrosome biogenesis distinguished by the progress of acrosome growth and the corresponding thickening of the nuclear envelope (Figure S3A), while the KI and KO mice displayed only two phases (Golgi phase and Cap phase) of the acrosome formation with several abnormalities (Figure S3B). TEM analysis of WT early RS in the Golgi phase revealed the formation of a single large acrosome granule from the fusion of PVs (Figure 7A,B). The acrosomal granule is bound to the nuclear envelope. While in KI and KO mice, we observed multiple acrosome granules and vesicles of different sizes due to failure of the PVs (indicated in arrows) to fuse and form a single acrosome granule in the Golgi phase (Figure 7C–F), in RS of WT mice. We observed PVs of uniform size situated between the TGN and the nuclear membrane in WT mice. In the RS of KI and KO, we noticed a greater number of PVs and they appeared irregular in size and much larger than those in the WT mice (Figure 7D,F). These observations suggest that there are defects in the budding of vesicles from the TGN in KI and KO spermatids. Moreover, in KI and KO RS, we frequently noticed that the Golgi apparatus showed a considerable disorganization and fragmentation with a decreased proportion of flattened membrane stacks, and the lamellar structure of TGN formed loose spirals (Figure 7F,J,L). As spermiogenesis proceeded to the cap phase, acrosomal abnormalities in RS became more obvious. In the cap phase of WT mice, the acrosomal granule becomes enlarged, begins to flatten upon touching the nuclear envelope and spreads over the nucleus to form a cap-like structure (Figure 7G,H). In contrast, the RS of KI and KO mice displayed relatively large vesicles that were often seen adjacent to incompletely formed or developing acrosome structures that are fragmented at different regions (Figure 7I–L). We also observed other morphological defects, such as vacuolated acrosome, acrosome structure not fully attached to the nuclear envelope (Figure 7D,L) and, in some cases, complete loss of acrosome. These studies clearly indicate the role of GRTH in the formation of acrosome granules and maintenance of the structural integrity of the acrosome.

## 3. Discussion

Mammalian spermatogenesis is a complex developmental process controlled by the testis niche/somatic cells that involves differentiation of adult spermatogonial stem cells into mature spermatozoa. It requires intricate interactions between the germ cell and somatic cells. A seminiferous tubule’s cross section contains several types of somatic and germ cells. It has been challenging to profile different cell types at various developmental stages due to this cellular heterogeneity. scRNA-seq profiling can comprehensively define the transcriptomes of a cell lineage and can also delineate the degree of cellular heterogeneity, which bulk RNA sequencing is unable to accomplish [20]. scRNA-seq provides an invaluable tool for studying the role of GRTH in individual germ cells at different stages of spermatogenesis simultaneously at very high resolution in GRTH transgenic mice models [6,21]. In this study, we utilized the scRNA-seq method from 10× genomics for profiling germ cell populations, which rapidly progress through many developmental transitions. We created single-cell transcriptomic profiles of testicular germ cells isolated from WT, KO and KI mice to understand the gene expression dynamics during spermatogenesis.

We used previously well-defined stage-specific markers to identify somatic and spermatogenic cell types in the 15 clusters generated by cell partitioning via tSNE analysis [6,21,22]. Clusters 1–12 displayed cell-specific markers for germ cells undergoing different stages of development, which were classified into four major cell types as SG, SP, RS and ES. The unsupervised ordering of germ cells allowed us to reconstruct a complete developmental trajectory of the spermatogenic process in transgenic mice models to determine the precise role of pGRTH. Pseudotime and clustering analyses reveal dynamic gene expression patterns during spermatogenesis. Notably, the germ cell clusters 1–12 in the WT sample formed a wave-like continuum that replicated the temporal order of spermatogenesis and was occasionally divided by discrete bottlenecks. However, this continuous trajectory of germ cells during spermatogenesis in KO and KI mice is halted at the RS stage where elongation takes place. This incomplete trajectory of the spermatogenic process is consistent with the morphological data from KO and KI mice where the seminiferous tubules totally lack ES and sperm because the RSs at step 8 fail to elongate.

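The spread of expression ratios was compared between classes after the summed UMIs of each were thinned to 180641, the total of the smallest, which is the ES-like class of KI. Over genes with a mean of at least 50 CPM, the median absolute log2 ratio in cluster 11, which scored highest for SG, was 0.342 in KO and 0.363 in KI, and 0.281 in each is what counting error alone gives. In SP-like cells it was 0.305 and 0.310 against 0.261 and 0.266 from counting error, and in RS-like cells 0.421 and 0.467 against 0.260 and 0.258. In ES-like cells, of which KO and KI have few, it was 1.58 and 1.20 against 0.257 and 0.261. With a minimum of 10 CPM, which moved it most in RS-like cells, these had 0.604 and 0.658 against 0.448 and 0.443 from counting error. The order of the classes changed without integration, where the cells that scored highest for SG had 0.578 in KO and 0.577 in KI against 0.421 and 0.425 from counting error, and RS-like cells had 0.506 and 0.487 against 0.409 and 0.406. Leaving out the ES-like cells, chosen after seeing the data, let the others be thinned to 1132329 UMIs, where cluster 11 had 0.209 and 0.237, SP-like cells 0.169 and 0.181 and RS-like cells 0.353 and 0.410. Counting error alone gave 0.112 there in cluster 11, 0.106 in SP-like and 0.102 in RS-like cells.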

By examining the transcriptome profiles of individual germ cells at various spermatogenic phases, we found that the loss of pGRTH in KI and both non-phospho and pGRTH in KO has no significant impact on the biological functions of mitotic and meiotic cells. However, during spermiogenesis, haploid cells (RS) showed significant changes in their transcriptional profiles and morphological development. Gene ontology enrichment analysis of DEGs in RS clusters of KO and KI revealed several genes related to spermatid development/differentiation, translation process and acrosome vesicle were significantly altered. 

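Ribosomal protein genes (80 genes by their names) had a median log2 ratio in RS-like cells of −0.11 in KO (−0.12 to −0.08), with 51 genes lower. In KI it was −0.03 (−0.04 to 0.02), with 41 genes lower, which is within counting error of no change and changed sign where the reported genes were kept for clustering (0.03) or doublets were removed (0.01). With TMM size factors the medians were −0.46 and −0.37, with 70 and 71 genes lower. Relative to the median of all genes they were −0.33 and −0.28. The KO median lay below all random lists matched on expression and the KI median at percentile 1.79. For the initiation factor genes, 56 by their names, the median was 0.31 in KO and 0.35 in KI by totals, with 11 genes lower in each, and 0.01 and −0.01 with TMM size factors. Many genes of ribosomal proteins and initiation factors have near-identical copies elsewhere in the genome, so UMIs of single members are uncertain.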

Ribosomal subunit assembly genes and translation initiation factor genes were down-regulated in KO and KI mice. In this study, we found transcripts of acrosomal genes, such as *Tssk1*, *Acrv1*, *Spata25*, *Eqtn*, *Iqcf1*, *Capza3* and *Atp6ve,* were significantly down-regulated in RS of KI and KO mice during spermiogenesis. 

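In RS-like cells Tssk1 was at 747 CPM in KO and 676 CPM in KI by totals, and Acrv1 was at 586 and 581 CPM in KO and KI. Spata25 was at 315 CPM in WT, 453 in KO and 356 in KI, Eqtn at 255 and 247 CPM in KO and KI, and Atp6v1e2 at 472, 539.8 and 520.1 CPM. Iqcf1 was at 1354, 959 and 773 CPM and Capza3 at 538, 393 and 385 CPM. The direction of Tssk1, Acrv1, Spata25 and Atp6v1e2 changed under at least 1 other scaling or set of cells, and that of Iqcf1 changed without integration, where Acrv1 was at −0.04 in KO and −0.0003 in KI. The clusters differed: the median log2 ratio of the 7 genes was −0.03 in KO and −0.04 in KI in cluster 5, and 0.49 and 0.39 in cluster 8. With TMM size factors it was −0.19 in both mutants in cluster 5, with all 7 genes lower, and −0.09 and −0.22 in cluster 8, with 4 genes lower in each. In cluster 1, which scored highest for RS but was left unnamed, it was −0.37 and −0.54 by totals, with 6 and 5 genes lower. With the clusters of each library weighted by the WT mix, the medians were 0.33 and 0.24. Tssk1 lies on chromosome 16 of GRCm38 from 17894223 to 17897922, Iqcf1 on chromosome 9 from 106499967 to 106502254, Spata25 on chromosome 2 from 164826389 to 164828537, Eqtn on chromosome 4 from 94907267 to 94928843, Capza3 on chromosome 6 from 140041252 to 140042778 and Atp6v1e2 on chromosome 17 from 86944109 to 86947897.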

TSSK1 is a testis-specific serine kinase found in post-meiotic germ cells and localized in the acrosome of RS and ES and sperm flagellum. Targeted deletion of the *Tssk1 gene* in mice causes male infertility and morphological defects, such as failure to form ESs, apoptosis of spermatids and appearance of several degenerating RS in the lumen of epididymis [23]. Histological observations of testis of both KO and KI mice also showed very similar morphological defects found in TSSK1 KO mice [11,19]. The *Acrv1* gene encodes a male germ cell-specific acrosomal vesicle protein 1 that is first noticed in acrosomal vesicles in the Golgi phase of RS and in subsequent stages of ES. It is abundantly expressed in both the acrosomal matrix as well as in the inner acrosomal membrane and has a role in spermatogenesis [24]. There were no KO mice studies carried out on the *Acrv1* gene to understand its precise role during acrosome formation. EQTN (Equatorin), also known as acrosome formation-associated factor (AFAF), is an acrosomal membrane-anchored protein involved in the process of fertilization and in acrosome biogenesis. Eqtn-KO males have reduced fertility and sperm-egg adhesion [25]. IQCF1 (IQ Motif Containing F1) is an acrosomal protein, which plays an important role in sperm capacitation and the acrosome reaction. Iqcf1 null mice were significantly less fertile because of reduced sperm motility and the acrosome reaction [26]. CAPZA3 protein, such as IQCF1, is expressed in acrosomal regions and has a multi-functional role from acrosome biogenesis to capacitation and acrosome reaction [27]. ATP6V1E2 is a subunit of a sperm-specific V-ATPase protein that is expressed in secretory acrosomes and involved in acidification of acrosome essential for fertilization [28]. *Spata25* (also known as *Tsg23*) mRNA is predominantly expressed in SP and RS of humans and mice. *Spata25* expression was significantly decreased in patients with obstructive azoospermia and in testis of an azoospermic mouse model, suggesting its role in spermatogenesis [29]. We know from our previous studies that pGRTH is involved in maintaining the stability of germ-cell-specific mRNAs that are stored in the CBs of RS until these RNAs are ready for translation in later stages of RS development [14,19]. Therefore, loss of pGRTH results in a significant reduction in mRNA levels of the above-mentioned acrosomal genes observed in our present study, which can eventually lead to several defects in acrosome formation noticed in RS of KI and KO. 

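Eif4e lies on chromosome 3 of GRCm38 from 138526179 to 138559696 and fell from 506 CPM in WT to 226 CPM in KO and 195 CPM in KI in RS-like cells, log2 ratios of −1.16 (−1.22 to −1.10) and −1.37 (−1.44 to −1.30). Eif1, on chromosome 11 from 100319885 to 100322096, was at 2187, 1801 and 1736 CPM, log2 ratios of −0.28 and −0.33. Without integration Eif1 was higher than in WT, by 0.11 in KO and 0.07 in KI. The annotation lists pseudogenes of Eif1, so its counts are uncertain. Eif2s2, on chromosome 2 from 154871410 to 154892935, was at 272, 210.1 and 226 CPM, log2 ratios of −0.37 and −0.27. In cluster 5 Eif4e was at −0.62 and −0.90 and Eif2s2 at −0.49 and −0.50, and in cluster 8 they were at −1.18 and −1.10 and at −0.18 and −0.41.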

We found significant reductions in transcript levels of different eukaryotic translation initiation factors (*Eif4e*, *EiF1*, *Eif2s2*) associated with small ribosomal units and essential for formation of preinitiation complex for translation process. *Rps26* and *Rps29* code for ribosomal protein S26 and S29, respectively, and are the components of 40S ribosomal subunit required for protein translation, which were also down-regulated in the RS of KO and KI. 

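In RS-like cells, Rps26 was at 899.7 CPM in WT, 712 CPM in KO and 768 CPM in KI, log2 ratios of −0.34 and −0.23. Rps29 was at 1996, 1623 and 1598 CPM, log2 ratios of −0.30 and −0.32. Both were lower in KO and KI in cluster 5 (Rps26 −0.31 and −0.27, Rps29 −0.29 and −0.35) and in cluster 8 (Rps26 −0.47 and −0.38, Rps29 −0.35 and −0.41). Rps26 lies on chromosome 10 of GRCm38 from 128624534 to 128626747 and Rps29 on chromosome 12 from 69157722 to 69159186.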

We previously reported that pGRTH binds to actively translating polyribosomes and may be involved in the translation of a few testis-specific germ cell mRNAs, such as *Tnp2* and *Prm2* [15,16]. We believe that down-regulation of these translation initiation factor genes and *Rps26/29* in GRTH transgenic mice may profoundly affect the translation process, leading to the loss of TP2 and PRM2 proteins and reduction in TSSK6 protein in the testis of KI [19]. scRNA-seq and qPCR analysis showed *Cdc20*, *Ccna1*, *Dnajc3* and *Dnah8* genes were up-regulated in RS of KO and KI. CDC20 is a cell division cycle 20 protein, which is highly expressed in both SP and RS, and it is involved in mitosis and meiosis processes. Overexpression of CDC20 in HeLa cells showed that a higher frequency of formation of multinuclear cells and in oral squamous cell carcinoma cells leads to an impairment in the spindle assembly checkpoint [30]. In our earlier studies, we observed the formation of several multinucleated giant cells in the testis sections of KI mice [19]. CCNA1 (Cyclin A1) is predominantly expressed in late pachytene SP and essential for meiotic cell division during spermatogenesis [31]. Elevated levels of CCNA1 cause chromatin condensation and apoptosis in renal, ovarian and lung carcinoma cells [32]. We noticed increased apoptosis in RS of KI and KO in our previous studies, which can be explained by increased expression of *Ccna1* mRNA noticed in our present study [11,19]. DNAJC3 (DnaJ heat-shock protein family member C3) is a molecular chaperon expressed in most of the cells and is involved in the unfolded protein response during endoplasmic reticulum (ER) stress [33]. DNAH8 is dynein axonemal heavy chain 8 protein expressed in SP and spermatids, which is involved in cell motility and sperm motility. It has been reported that DNAH8 variants lead to morphological abnormalities in the sperm flagella and male infertility [34]. 

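Across the 3477 genes with a mean of at least 50 CPM in RS-like cells, the log2 ratios of KO and KI had a Spearman rho of 0.898, and 90.0% of the genes had the same sign in both. Genes are not independent replicates, and both ratios share the WT library, which alone makes them correlate. In 100 simulations every library was drawn from the WT profile with counting error only, and both ratios shared the drawn WT counts. There rho averaged 0.378 (0.339 to 0.422) and 63.3% of the genes had the same sign. Other features of the WT library, such as its mix of stages and its handling, also enter both ratios and were not simulated. The part of the correlation that comes from the shared WT library can thus be larger. Clustering without integration moved both most, rho to 0.852 and the genes of the same sign to 83.9%.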

The fact that these changes in gene expression are found in RS of both transgenic models clearly indicated the role of pGRTH in the expression of these genes since the non-pGRTH is still present in the KI mice.

In mammals, spermatid differentiation occurs concurrently with acrosome biogenesis during spermiogenesis, which is defined by the transition of RSs into mature sperm. The process of spermiogenesis in mice is characterized in 16 steps, with acrosome biogenesis being a key event [35]. Acrosome biogenesis is classically divided into four major phases: Golgi, cap, acrosome and maturation. During the Golgi phase, the TGN gives rise to several small proacrosomal vesicles that are required for the formation of a mature acrosome. These proacrosomal vesicles fuse to form a large single acrosomal granule that associates with the nuclear envelope [35,36]. In the cap phase, the acrosome grows larger in size and spreads over the nucleus to form a cap-like structure. The “acroplaxome,” a crucial component that aids spermiogenesis, can be located close to the distal end of the growing acrosome. In the acrosome phase, the cap-shaped acrosome elongates further, encircling the dorsal border, protruding apically and, at the end of the maturation phase, the acrosome structure is complete [35,36]. Immunofluorescence detection of acrosomes using FITC-PNA staining revealed several abnormalities throughout the acrosome development during the spermiogenesis process. When we carefully examined the ultra-structures of RSs using TEM, we found severe defects in acrosome biogenesis in the KO and KI mice from the early stages of spermatid development. Most frequently, we noticed the formation of several PVs of varying sizes that fail to form a single acrosome granule in the Golgi phase. We also noticed the formation of more than one acrosome granule nearby several PVs of abnormal size that are scattered around, and in some instances, the acrosome vesicle is not attached to the nuclear envelope. 

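Spaca1 had a log2 ratio of 0.45 in KO and 0.40 in KI in RS-like cells, Spaca3 of 0.34 and 0.22, Spaca4 of 0.44 and 0.17, Eqtn of 0.57 and 0.52 and Tssk1 of 0.30 and 0.16 by totals. Scaled by TMM size factors, Spaca1 was at 0.10 and −0.0039, Spaca3 at −0.01 and −0.18 and Spaca4 at 0.09 and −0.23, and of all 5 genes Eqtn alone stayed higher in both mutants. The RS-like clusters differed in direction for the Spaca genes under either scaling. By totals in cluster 5, Spaca1 was at −0.14 and −0.16, Spaca3 at −0.22 and −0.33 and Spaca4 at −0.18 and −0.43, and in cluster 8 they were at 1.49 and 1.42, at 1.22 and 1.15, and at 1.19 and 1.03. By totals Eqtn was at 0.16 and 0.05 in cluster 5 and at 1.16 and 1.25 in cluster 8, and Tssk1 at 0.14 and 0.05 and at 0.49 and 0.39. Under TMM both genes were lower in cluster 5, Eqtn at −0.0062 and −0.11 and Tssk1 at −0.02 and −0.10, and in cluster 8 Tssk1 was lower too (−0.09 and −0.22) whereas Eqtn was higher (0.58 and 0.64). Spaca3 lies on chromosome 11 of GRCm38 from 80858365 to 80867814 and Spaca4 on chromosome 7 from 45725107 to 45725813.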

The plausible reason for these abnormalities in acrosome vesicle formation in the early stages of RS development is due to down-regulation of acrosomal-specific genes, such as *Eqtn*, *Tssk1*, *Spaca1/3/4* in KO and KI mice. EQTN1 has been shown to be involved in the trafficking of vesicles to the acrosome vesicle formation site towards the nuclear membrane during acrosome biogenesis [37]. SPACA1 (sperm acrosome-associated-1), an acrosomal membrane protein, participates in the process of acrosome attachment to the nuclear membrane and the disruption of this gene leads to the detachment of the acrosome from the nucleus [38]. As the RS development proceeds to the cap phase in KO and KI mice, we often observed fragmented acrosomal structures with multiple acrosome granules, and the acrosome vesicle fails to grow and expand completely along the nuclear envelope. We believe that pGRTH is involved in the post-transcriptional regulation of some acrosome-vesicle-related genes that are essential for maintaining the structural integrity of the acrosome. These findings are in concert with our previous work showing that pGRTH is required for maintaining the stability of germcell-specific mRNAs until they are ready for translation [19]. In conclusion, our studies highlight the significance of pGRTH in acrosome biogenesis and the progression of round spermatids RS into ES during spermiogenesis.

## 4. Materials and Methods

### 4.1. Animals

All animal experiments were performed in accordance with the guidelines established by the National Institute of Child Health and Human Development Animal Care and Use Committee. Adult wild-type (WT), KO and KI transgenic male mice (8–16 weeks) were maintained at 22 °C in a pathogen-free, light-controlled environment with an alternating light–dark cycle and ad libitum access to water and food.

### 4.2. Isolation of Mice Testicular Cells for scRNA-seq

Testicular cells were prepared individually from three different adult mice (WT, KO and KI) following two-step enzymatic digestion, as described previously [39]. In brief, testes pooled from two mice for each group were dissected and tunica albuginea was removed [40,41]. The seminiferous tubules were treated with collagenase type-I in M199 medium containing 0.1% bovine serum albumin (BSA) for 10 min at 35 °C and dispersed by gently shaking in between. The collagenase-treated tubules were minced and incubated in M199 with 0.1% BSA and 0.1% trypsin for 10 min at 35 °C in rotation at 100 rpm to obtain dispersed cell suspension. The trypsin digestion was stopped by adding 0.02% of trypsin inhibitor (Sigma, St. Louis, MO) to the sample. Cells were filtered through 100 µm and then with 40 µm cell strainer (Millipore, Burlington, MA, USA) to obtain single-cell suspension fraction, pelleted at 800 g for 2 min at 4 °C, washed and resuspended in cold M199 with 0.1% BSA for scRNA-seq.

### 4.3. scRNA-seq Library Preparation, Sequencing and Transcript Counting

scRNA-seq of testicular cells was performed using the 10× Genomics system. In brief, freshly prepared cell suspension (7000 cells for each sample) was loaded into Chromium microfluidic chip used to generate single-cell gel bead emulsions using the 10× Genomics Chromium controller, as per manufacturer’s protocol. Each scRNA-seq library was constructed following the manufacturer’s instructions. Sequencing of libraries was performed for 100 cycle paired-end run on two lanes in SP flow cell using Illumina NovaSeq 6000 instrument (Illumina, San Diego, CA, USA). Raw sequencing data were demultiplexed using the Cell Ranger (10× Genomics) to obtain fastq files for each sample. Alignment of read (mouse mm10), filtering and UMI counting was performed to obtain gene transcript counts per cell (gene barcode matrix) using Cell Ranger count application (10× Genomics).

### 4.4. Cell Type Identification and Clustering Analysis

Cell Ranger filtered count matrices for each sample were imported into R and Seurat R objects (package 4.1.3) were created [42]. For each sample, further filtering was conducted to select high-quality cells. Cells expressing >500 genes and with <10% of transcripts mapped to mitochondrial genes were selected for downstream analysis. Gene expression counts were normalized with a scale factor of 10,000 and a log(1 + n) transformation, using the Seurat NormalizeData function. Seurat objects for the three samples were then combined using SCtransform-based SCTIntegration function. Dimensionality reduction was performed using the top-2000 highly variable genes. Cell clustering and tSNE analysis were performed based on 100 statistically significant principal components. Leiden clustering with resolution 0.3 resulted in 15 clusters. DEGs (marker genes) of each cell cluster were determined by Fold Change threshold above 1.25 using the default Wilcoxon rank-sum test. We then identified cell types (germ cells and somatic cells) using their specific marker gene expression, as previously reported in other scRNA-seq datasets. Waterfall heatmap was generated based on top-20 DEGs for the combined dataset. If a gene turned up to the top DEGs for multiple clusters, they were assigned to the cluster with a maximum fold change.

### 4.5. Pseudotime, Differential Gene Expression and GO Enrichment Analysis

Germ cell clusters (1–12) were used for pseudotime analysis by Monocle 3 R-package [43]. We let the spermatogonia cells (cluster 1) be the root cells and Monocle 3 assigned a pseudotime to each germ cell based on its distance from the root cluster. We ran Monocle3 only once for all three samples together to assign the pseudotime. Comparative trajectory analysis of the three individual samples was performed based on the global pseudotime of the cells in each sample. For differential gene expression analysis on RS cluster between KI vs. WT and KO vs. WT groups, we used the pairwise FindMarkers function of Seurat. Gene ontology functional enrichment analysis was performed on all the DEGs obtained from RS cluster using cluster profiler package in ShinyGO bioinformatics tool.

### 4.6. Isolation of RS from Mice Seminiferous Tubules

RSs were isolated from KO, KI and WT mice testes (10 to 12-week-old), as per the protocol described previously, with minor modifications [44]. Briefly, testes from three individual mice for each group were decapsulated, seminiferous tubules were mildly dispersed and digested using collagenase (1 mg/mL in 1× Krebs buffer; Worthington, NJ, USA) at 37 °C for 3 min to remove Leydig cells. After two washes with Krebs buffer, the tubules were digested with trypsin (0.6 mg/mL in 1× Krebs buffer; Sigma-Aldrich, St. Louis, MO, USA) containing DNase I (ThermoFisher Scientific, Waltham, MA, USA) at 34 °C for 15 min (~15 rpm). The obtained cell suspension was pre-chilled on ice and filtered with 40 μm filter (Millipore). The cells were centrifuged and cell pellet was washed with ice-cold Krebs buffer and mixed with 0.5% BSA, filtered again with 40 μm filter to obtain a single cell suspension. The germ cells (in 0.5% BSA-Krebs Buffer) were loaded onto the prepared BSA gradient (1% to 5% BSA-Krebs Buffer) and allowed to sediment for 90 min on ice. After sedimentation, the cell fractions (1 mL) were collected, washed in ice-cold Krebs buffer and the viability was measured by cell counters (Thermo Scientific). The purity of the RS fractions was verified with DAPI staining (Thermo Scientific) followed by microscopic examination (EVOS M-5000, Thermo Scientific).

### 4.7. Quantitative Real-Time PCR Analysis

Real-time quantitative PCR (qRT-PCR) was used to validate the DEGs obtained from RNA-Seq analysis. Total RNA (0.5 μg) was extracted from RSs isolated from testes of three mice separately for each genotype/group (WT, KO and KI) using Qiagen RNeasy micro kit. Reverse transcription was performed using the SuperScript III first-strand synthesis SuperMix (ThermoFisher Scientific, MA, USA). qRT-PCR experiment was performed with Fast SYBR green master mix in a final volume of 20 μL. All PCR reactions were carried out in triplicate in a 7500 Fast Real-Time PCR machine (Applied Biosystems, Foster City, CA, USA). Cycle threshold (Ct) values were normalized to *Tex29* as reference gene, and relative quantification of transcripts was performed using the comparative 2^−ΔΔCt^ method. The primer sets used in this analysis are available in Supplementary Table S1.

### 4.8. Immunohistochemistry

Paraformaldehyde-fixed testicular cross-sections from three individual mice for each group were deparaffinized and rehydrated in a graded series of ethyl alcohol and distilled water. The slides were blocked with 3% normal goat serum in PBS containing 0.05% Tween-20 for 30 min. Then, the slides were incubated overnight with 1:500 dilution of Alexa Fluor 488-conjugated Lectin PNA (Thermo Fisher Scientific) overnight at 4 °C. Subsequently, slides were washed with PBS and mounted using Prolong gold antifade mountant with DAPI. The sections were observed and imaged using EVOS M5000 microscope (Thermo Scientific).

### 4.9. Transmission Electron Microscopy

Adult testis fragments from two individual mice for each group were fixed with 2.5% glutaraldehyde in 0.2 M cacodylate buffer at 4 °C for overnight and then post-fixed with osmium tetraoxide. Thereafter, the samples were en bloc stained with 2% uranyl acetate, dehydrated and embedded in Spurr’s epoxy. Ultra-thin sections were made using Leica EM ultramicrotome and post-stained with lead citrate. Images were taken using JEOL JEM-1400 transmission electron microscope (TEM).

### 4.10. Statistical Analysis

The results are presented as the mean  ±  standard error of the mean (SEM). Data were analyzed using GraphPad Prism 9.0 statistical software (GraphPad Software Inc., San Diego, CA, USA). Differences between groups were determined by two-tailed Student’s *t*-test. *p* < 0.05 was considered statistically significant.

## Figures and Tables

**Figure 1:**
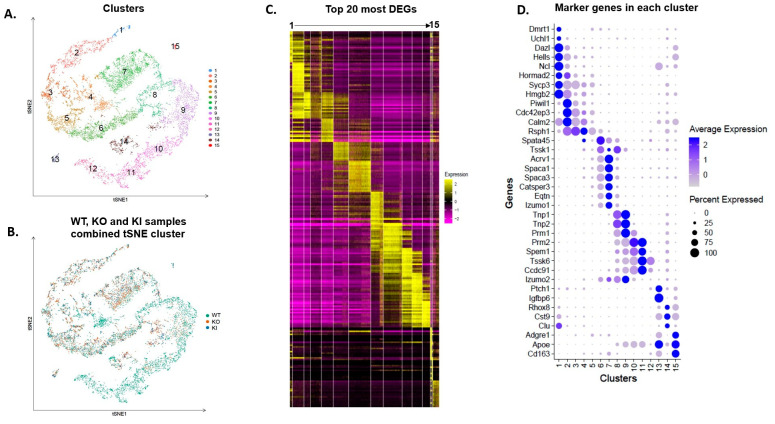
Single-cell transcriptomic profiling of testicular cells from adult WT, KO and KI mice. (**A**) tSNE plot shows profiling/clustering of testicular cells from combined libraries of WT, KO and KI. Each dot represents a single cell and is colored according to its cluster identity. (**B**) tSNE plot of single-cell transcriptome data with cells colored based on their sample/library of origin. (**C**) Heatmaps show the top-20 significantly differentially expressed genes (DEGs) between each cell cluster. (**D**) Dot plot analysis of characteristic marker genes based on cluster ID.

**Figure 2:**
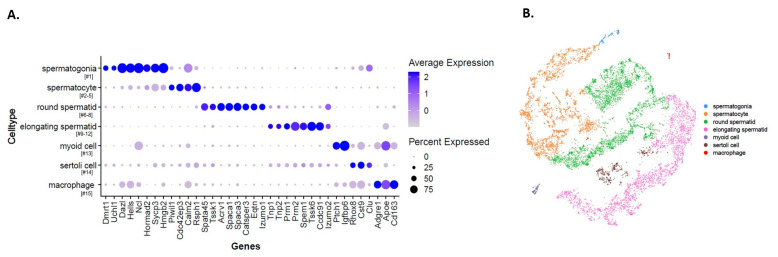
(**A**) Dot plot analysis of characteristic marker genes in different stages of germ cell development during spermatogenesis. (**B**) tSNE representation of spermatogenic and somatic cell-type clusters based on the marker genes identified.

**Figure 3:**
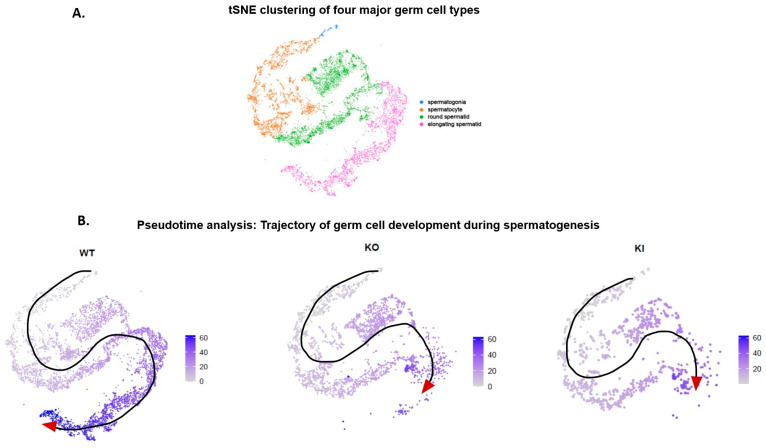
Gene expression dynamics during study state spermatogenesis. (**A**) tSNE plot showing clustering of four major spermatogenic cell types (SG, SP, RS and ES) based on the known marker genes. (**B**) Pseudotime analysis of spermatogenic cell types showing a continuous transition of germ cell development during spermatogenesis process. Trajectory of germ cell development is indicated in arrow.

**Figure 4:**
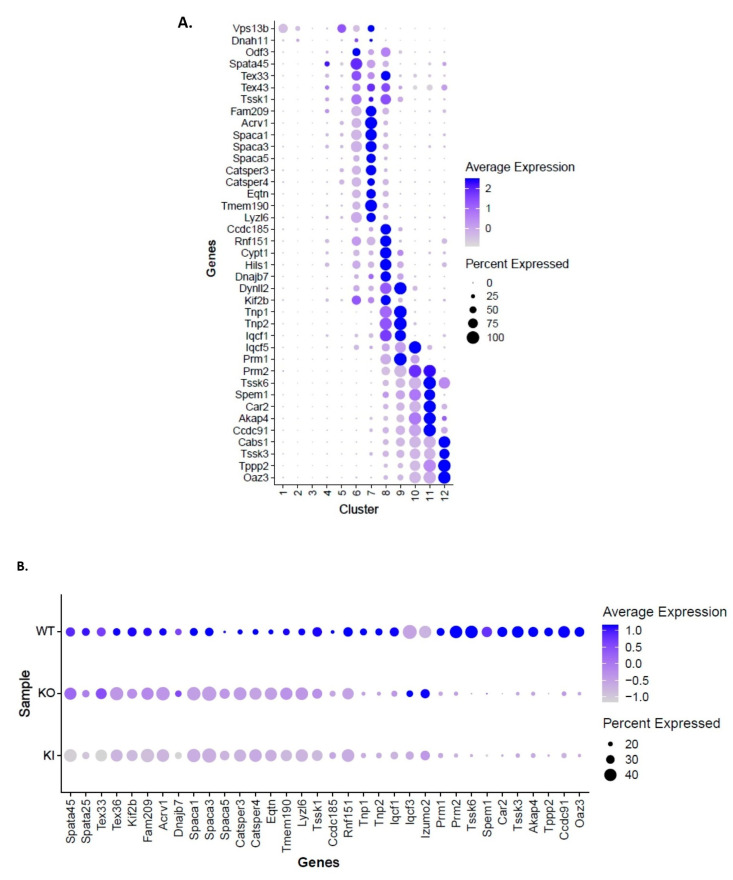

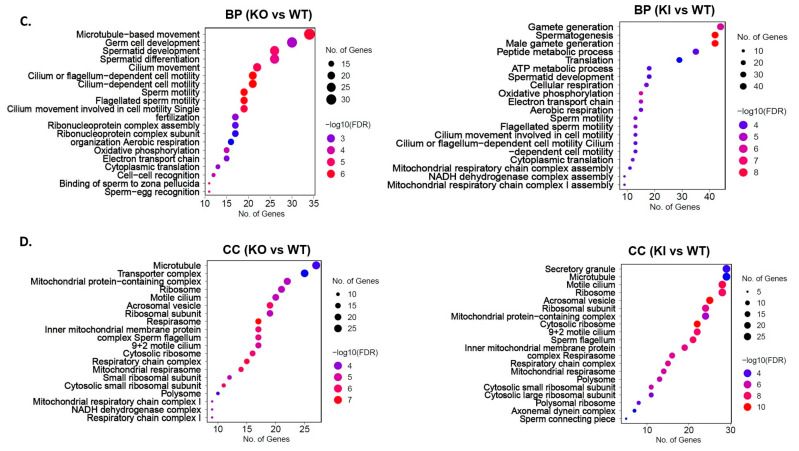
Altered transcriptional profiles in RS clusters of KO and KI during spermiogenesis. (**A**) Dot plot analysis of specific marker genes that are expressed in different stages of RS differentiation transitioning to ESs (condensed spermatids). (**B**) Dot plot showing differential expression of selected marker genes in RS of WT, KO and KI during spermiogenesis. (**C**) GO enrichment analysis on DEGs from RS cluster. Biological process significantly enriched in GO analysis of DEGs from KI to WT and KO to WT groups. (**D**) Cellular components significantly altered in GO analysis of DEGs from KI to WT and KO to WT groups.

**Figure 5:**
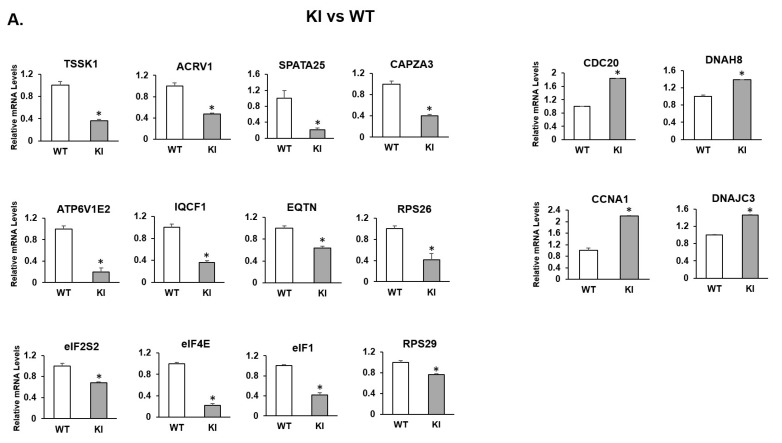

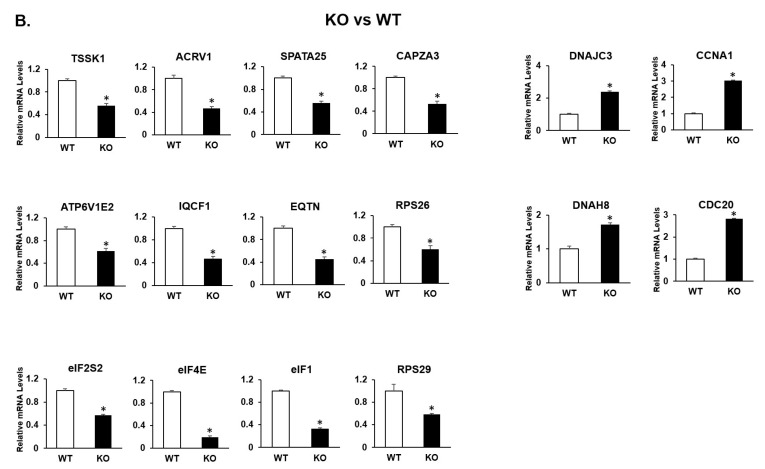
Expression of selected DEGs from RS clusters was measured by qRT-PCR. Bar graphs represent the fold change expression between KI vs. WT (**A**) and KO vs. WT (**B**) groups. Means ± SEM were determined from three independent qRT-PCR experiments with each sample run in triplicate. *p* values were calculated by two-tailed Student’s *t*-test (asterisks indicate *p* < 0.05).

**Figure 6:**
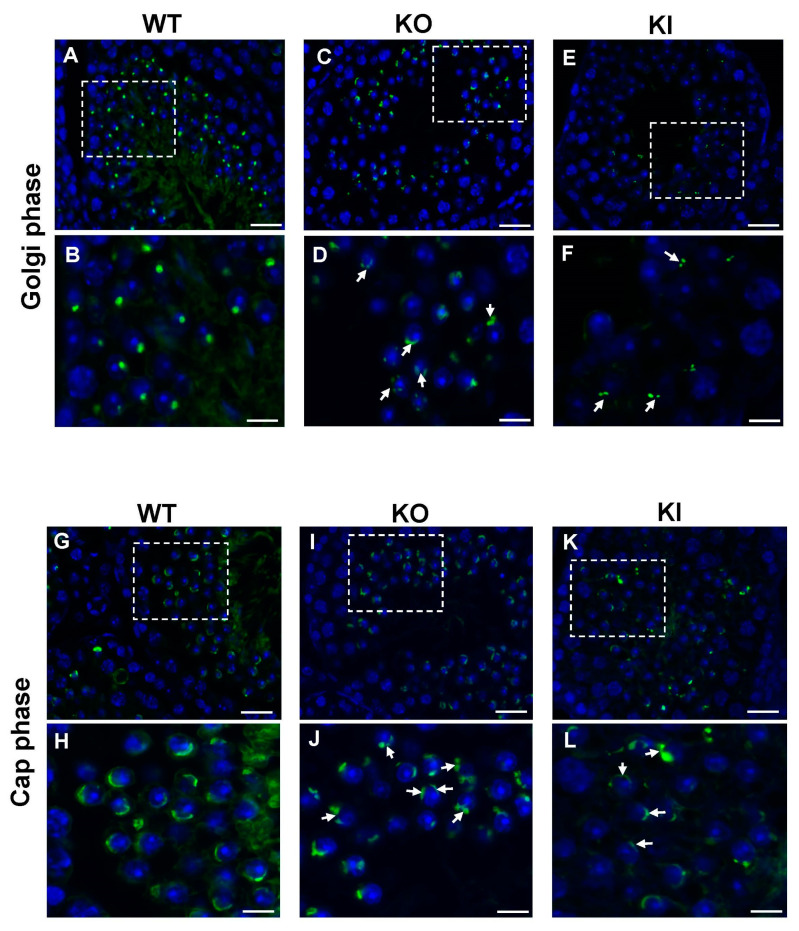
Immunofluorescence detection of developing acrosome in RS of adult mice testis sections using FITC-PNA staining. PNA staining in WT RS in the Golgi phase shows homogenous FITC signal (green) in single acrosome vesicle (**A**,**B**), while RS from both KO and KI mice have a diffuse pattern with more than one acrosome vesicle (**C**–**F**). In the cap phase, WT RSs display the characteristic thin layer of acrosomal caps (**G**,**H**) while KO and KI spermatids have a punctate PNA staining indicating fragmented acrosomal structure (**I**–**L**). DAPI (blue) was used for nuclear staining. Arrows indicate abnormal acrosomes. Lower-magnification images were taken at 60×. Dotted regions in the images were shown at higher magnification taken at 100× oil immersion. Scale bar for low-magnification images is 50 μm and for high-magnification images is 10 μm.

**Figure 7:**
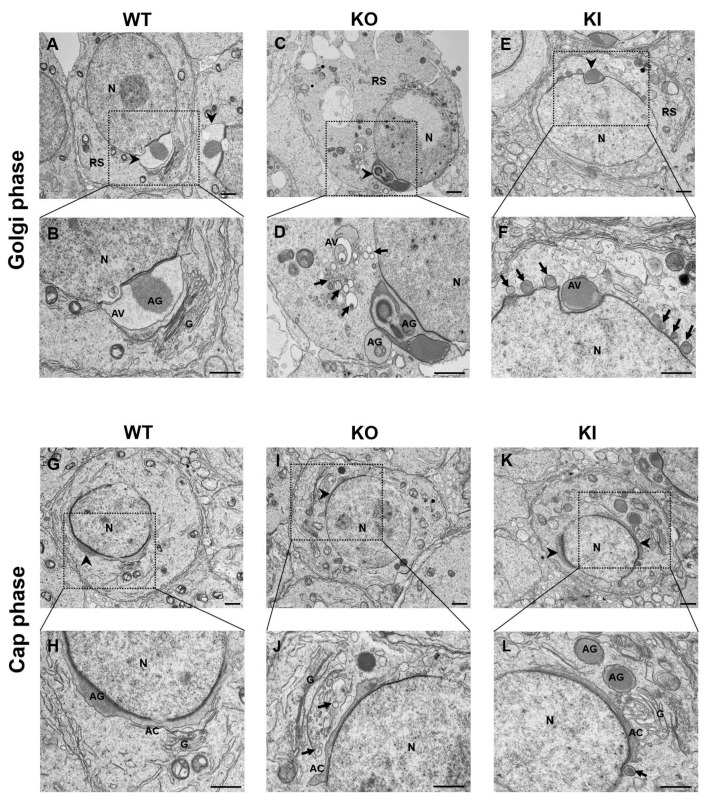
TEM images of developing RS in the testis of KO and KI mice show abnormalities in acrosome formation. WT RSs exhibit the characteristic developmental path of the acrosome. In the Golgi phase of RS of WT (**A**,**B**) proacrosomal vesicles indicated by arrows fuse to create a giant acrosomal granule (AG), which flattens along the acroplaxome and the nuclear envelope exhibiting a cap-shaped acrosomal structure in the cap phase (**G**,**H**). In the Golgi phase of RS of KO and KI, PVs are seen moving toward the nucleus and contacting the nuclear envelope, but they are unable to fuse to form a single AG. Hence, we notice multiple AGs (**C**–**F**). In the cap phase, the acrosome does not exhibit a typical cap-shaped structure and fails to flatten completely in both KO and KI RS. We still observe more than one AG and PV (**I**–**L**). AV: acrosome vesicle, AC: acrosome, AG: acrosome granule, G: Golgi apparatus, N: nucleus, PV: proacrosomal vesicles (indicated by arrows). Arrow heads indicate acrosome vesicle. Dotted regions of the images were shown in higher magnification below. The scale bar for low-magnification images is 1 μm and for high-magnification images is 800 nm.

## Data Availability

The scRNA-seq data were deposited in the GEO portal [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE221226]. The accession number for the raw and processed data files is available in GEO: GSE221226.

## Supplementary Materials

The supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms24043127/s1.

# Supplementary material for: Single-Cell Transcriptomic Profiling of the Mouse Testicular Germ Cells Reveals Important Role of Phosphorylated GRTH/DDX25 in Round Spermatid Differentiation and Acrosome Biogenesis during Spermiogenesis
**Source:** Int J Mol Sci. 2023 Feb 4;24(4):3127. doi: 10.3390/ijms24043127

Supplementary Figure S1

Raw Data [samples]

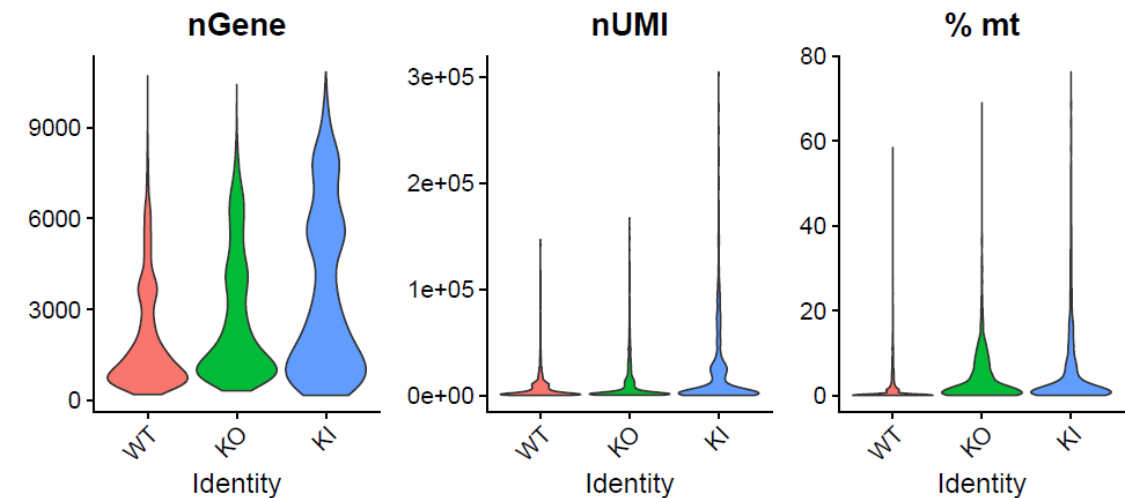

Data after filtration

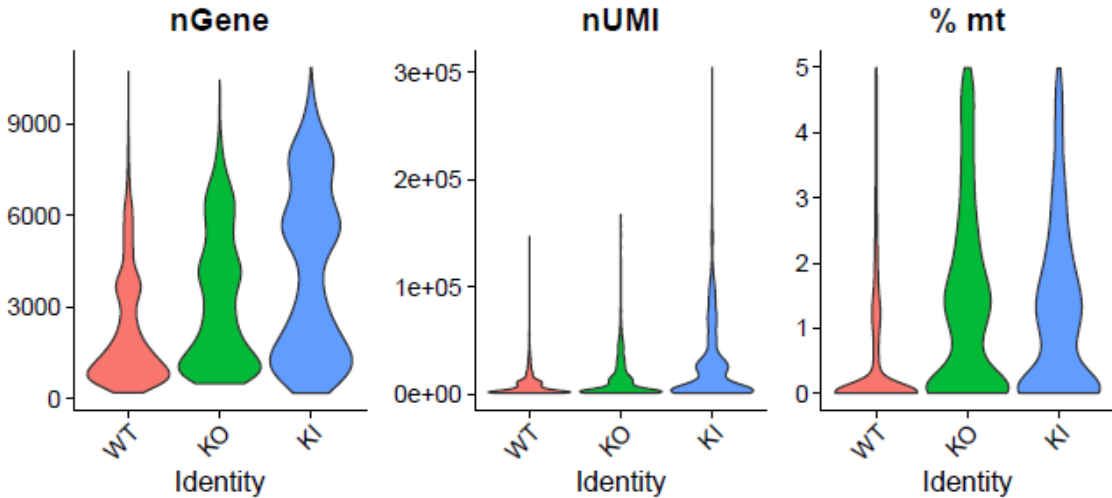

Supplementary Figure S2

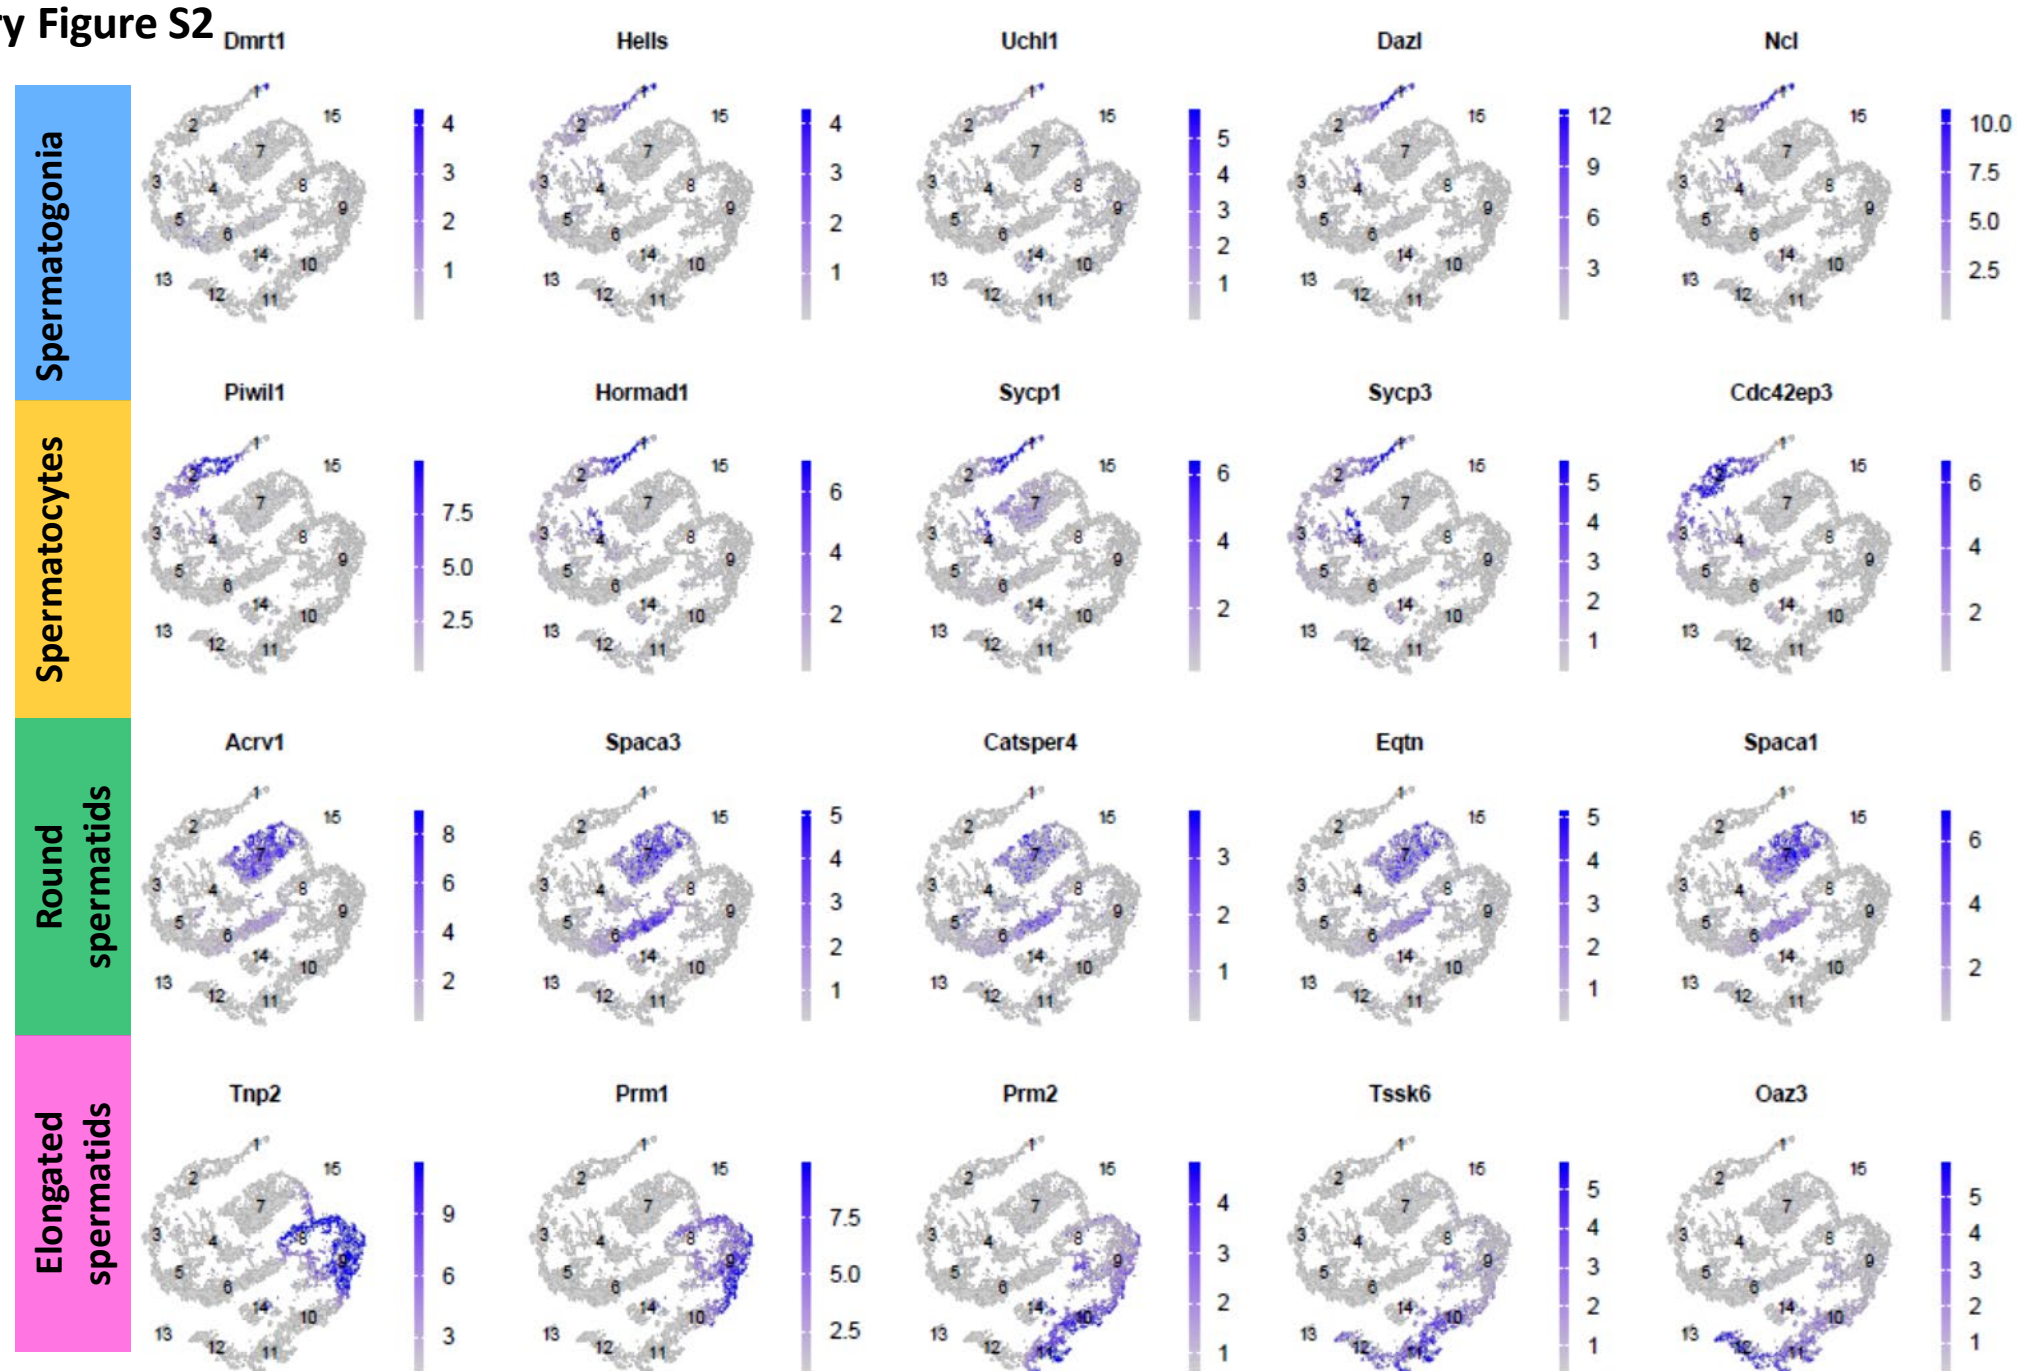

**Figure S3**

**Golgi phase**

**Cap phase**

**Acrosome phase**

**Maturation phase**

**A.**

**WT**

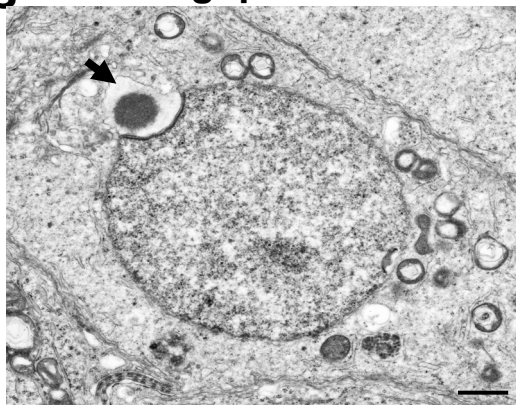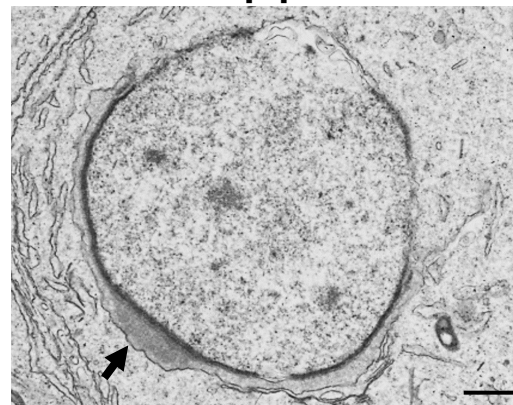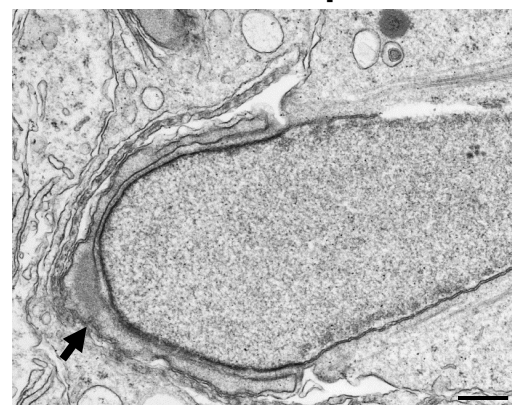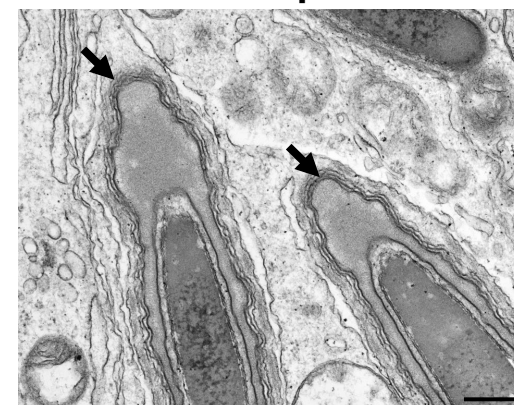

**B.**

**Golgi phase**

**Cap phase**

**KI**

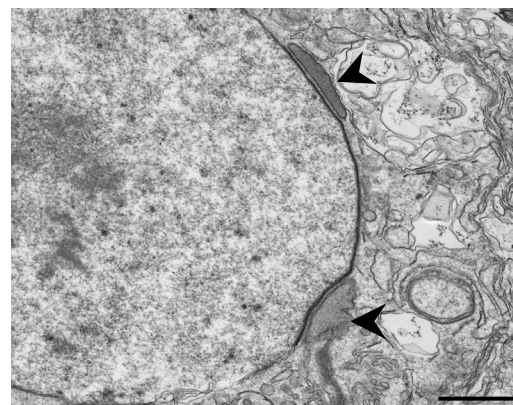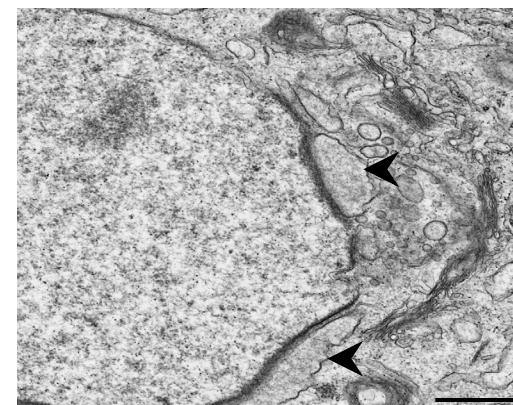

**KO**

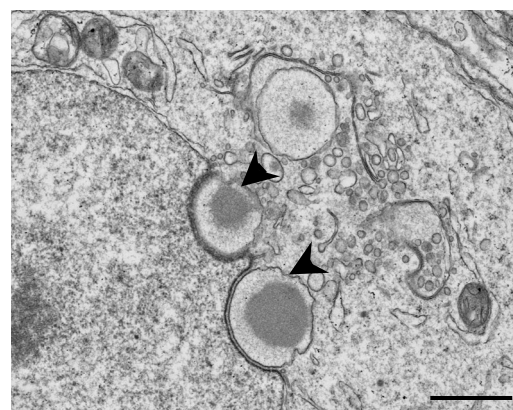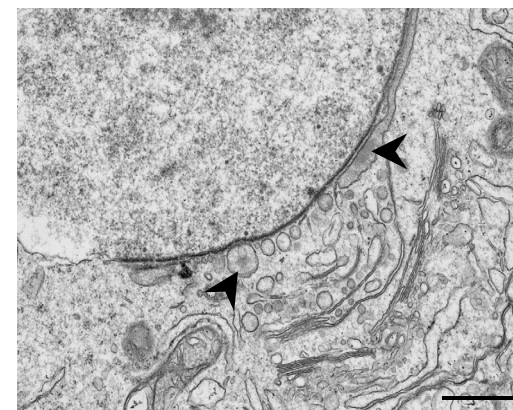

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

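The processed files hold raw UMI counts of 3 single-cell RNA-seq libraries of mouse testis, 1 each of WT, KO and KI. The authors aligned the reads to mm10 (GRCm38) with Cell Ranger 4 and deposited the count of each gene in each barcode. Barcodes that held at least 1 UMI numbered 1673774 in WT, 1472770 in KO and 1813075 in KI. These counts were not normalized, not filtered and not called as cells, and no annotation of cells by the authors was used here. The labels and the paper differ in the number of mice per library and their age, and both were kept as stated. The labels give every genotype replicate 1.

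Cells were called, filtered, integrated and clustered after the paper's methods, with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, leidenalg 0.10.2, R 4.3.3, Seurat 5.3.0 and sctransform 0.4.2. Cell calling used 3000 expected cells and then a comparison with the 45001 barcodes ranked 45000 to 90000, with 10000 simulated barcodes per total, and took up to 20000 barcodes with at least 500 UMIs, a limit reached in KO, where 23595 barcodes had over 500 genes. Calling gave 7013 WT, 4743 KO and 2006 KI cells, 13762 in all. Without calling, or with a lower gene minimum, added cells took the class of their 15 nearest neighbours. Doublets were not removed. Scrublet was run as an alternative and marked 2.76% of the WT cells, 0.10% of KO and 0.38% of KI, so it hardly separated any in KO and KI. Removing the cells of highest score at 0.8% per 1000 called cells was added after seeing the data.

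Cell types came from marker genes fixed before the data were examined, which for germ cells leave out the genes that the paper names, as were the samples' conditions, the tests, the alternatives other than those said to be added later and the rule for the genes named in the text. The rule by which markers give a cluster its name was chosen after the clusters were seen, but before any ratio between genotypes in RS-like cells was seen. It took the mean z score of a class's markers, asked for at least 3 markers above the other cells and a lead of 0.1, and left unnamed clusters of low UMIs without an own marker among the 10 leading genes, clusters led by a haemoglobin gene without such a marker, and clusters with at least 3 more markers of another class among their 10 leading genes. Leading genes were ranked by fold with 1 count per 10000 added, and with 0.05 added the names of the clusters used throughout were identical. Where the reported genes were kept for clustering, with 0.05 added its cluster 7 of 965 cells would have gone from SP-like to unnamed and its cluster 10 of 628 cells from unnamed to macrophage-like, so the germ cell shares of that setting depend on this choice. Clusters 1, 6 and 12 stayed unnamed, where the paper's genes among the leading genes of clusters 1 and 6 were not counted as markers, and their shares are given for each library. Differences from the paper in numbers of cells can come from these rebuilt names.

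UMIs were summed over the cells of a class in a library and scaled to CPM by their total, and log2 ratios against WT were taken with 1 CPM added. With 1 library per genotype no test across samples was possible, so no p-value, standard error or number of changed genes is given. Intervals of sums are exact Poisson and those of shares exact Clopper-Pearson, all at 95% and for counting error only; intervals of list medians come from 500 Poisson draws. A list's median was set against 10000 random lists of the same size matched on mean expression, as a description of these libraries. TMM size factors were computed after the method of edgeR and came to 0.840 in WT, 1.07 in KO and 1.11 in KI for RS-like cells. Pseudotime was diffusion pseudotime in place of Monocle 3, with 15 neighbours. The genes named are every gene that the paper names in its text for the single-cell data or the qRT-PCR, the genes of Fig. 4A and 4B as lists, and the 5 highest and 5 lowest genes by the smaller absolute log2 ratio of KO and KI in RS-like cells among those with a mean of at least 50 CPM and the same sign in both. Lists by gene name were the ribosomal proteins, initiation factors, mitochondrially encoded genes, nuclear genes of oxidative phosphorylation and axonemal dynein heavy chains. Gene positions are from GENCODE M21 on GRCm38.

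The comparison of RS-like sums was tested on simulated data. Of 200 genes changed by known amounts among 3146 genes, 200 were recovered for KO and 200 for KI. Of lists of unchanged genes, 3.5% and 5.5% fell outside the central 95% of random lists. The simulated counts held counting error only, and the known shift of the totals from the changed genes was taken out. This test thus does not bear on the choice of scaling, the mix of stages or differences between libraries.

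Depth limits the classes unequally. ES-like cells of KI gave 180641 UMIs in all and those of WT 11594557, whereas SP-like cells gave 20246012 UMIs in WT, 30410056 in KO and 26552100 in KI. The alternatives tried were the cell calling, the gene and mitochondrial limits, doublets, integration, the clustering genes, the resolution, the neighbours of the pseudotime, the size factors, the average over cells, the added constant, the mix of clusters, free transcripts subtracted by the profile of the empty barcodes, and the minimum of CPM. The qRT-PCR, the staining and the electron microscopy of the paper were not analysed here, and no gene ontology enrichment was run.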

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

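The tests without the limit on mitochondrial UMIs, in both scalings, were chosen only after the result was seen.

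The 13 mitochondrially encoded genes, which the paper does not discuss, were higher in RS-like cells of both mutants, with a median log2 ratio of 0.88 in KO (0.79 to 0.90) and 0.69 in KI (0.62 to 0.80). All 13 genes were higher in both by totals. With TMM size factors the medians were 0.53 and 0.30, with 0 genes lower in KO and 2 in KI. The medians lay at percentiles 100 and 99.8 of random lists matched on expression. These genes took 0.189% of the UMIs of RS-like cells in WT, 0.309% in KO and 0.321% in KI.

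A difference of the whole library would raise these genes by a like ratio in every cell type. Cells of at least 10% mitochondrial UMIs had been removed, and most of those fell in Sertoli-like and SP-like cells, so the comparison was made without this limit, with each such cell placed in the cluster of its nearest kept cells without the use of these genes. That added 199 WT, 229 KO and 80 KI cells to the Sertoli-like cells, 129, 315 and 107 to the SP-like and 1, 5 and 6 to the RS-like. The median log2 ratio in RS-like cells was then 0.90 in KO (0.82 to 0.93) and 0.78 in KI (0.72 to 0.89), or 0.55 (0.46 to 0.58) and 0.38 (0.33 to 0.49) with TMM size factors. In Sertoli-like cells it was −0.20 in KO (−0.22 to −0.027) and −0.043 in KI (−0.095 to 0.0405), or −0.43 and −0.39 with TMM size factors, and in SP-like cells 0.33 (0.31 to 0.36) and 0.28 (0.22 to 0.31). With the limit, Sertoli-like cells were at 0.34 in KO (0.22 to 0.45), the direction of a library difference, and at −0.11 in KI, or at 0.0845 and −0.46 with TMM size factors, but the limit can hold them down, so these values were not weighed, and the direction in KO by totals depends on the limit. The values without the limit argue against such a library difference as the whole cause. A part of it stays open, since SP-like cells were also higher, with 0.37 and 0.31 under TMM, where the interval in KI (0.26 to 0.34) overlaps that of RS-like cells. Cluster 7, one of the SP-like clusters, was at 0.69 and 0.38 by totals, and the empty barcodes were also higher (0.55 and 0.51). An added amount per cell also stays open, since Sertoli-like cells held 9.43%, 9.24% and 9.64% mitochondrial UMIs without the limit, which could hide an amount as small as the rise in RS-like cells. The added cells can be damaged ones, which was not tested, and 11 of the 13 genes were among those used for clustering. With the limit, the rise was not the same in both RS-like clusters: it was 0.81 in KO and 0.51 in KI in cluster 5, and 0.61 and 0.05 in cluster 8, where TMM size factors gave 0.04 and −0.50. Free RNA subtracted by the profile of the empty barcodes left medians of 0.88 and 0.71 in RS-like cells, but it took little from any gene, so free transcripts stay open. The mix of spermatid stages inside a cluster and the handling of the cells of each genotype were not tested, and the labels give no batch. A change of the mutant spermatids themselves is among the explanations that stay open, as untested.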

How the results depend on the processing

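The tests with cluster 1, 6, 8 or 9 counted otherwise, with the highest Scrublet scores removed, with another root of the pseudotime and with ES-like cells left out of the thinning were chosen only after the results were seen, as were some settings for the correlation of KO and KI and for the genes of Table S4 and all settings for the RS-like and SP-like shares and the share of cells that scored highest for SG.

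The ES-like share of germ cells was higher in WT than in KO and KI under each alternative run, and of its values for single libraries 21 stayed within counting error and 21 moved. The raised genes were higher and the genes of translation lower in both mutants by their medians under each alternative run, with 14 and 17 values within counting error and 10 and 7 moved. The acrosomal median reversed in 4 values, moved in 5 and stayed in 15, and the ribosomal protein median reversed in 3, moved in 9 and stayed in 12. The RS-like share of KO lay within counting error of that of WT, and it was above WT under 9 of 14 alternatives, under 3 of them by more than counting error, and below WT under 5, under 4 of them by more than counting error. The few ES-like cells of the mutants raise their other shares. The RS-like share of KI, higher than in WT, was lower under 1 alternative. Apart from that reversal, 26 values of the RS-like share moved and 15 stayed, whereas the SP-like share was higher in both mutants than in WT under each alternative run, with 24 values moved and 18 within counting error. The share of cells that scored highest for SG moved in 10 values and stayed in 32. The late share by pseudotime reversed in 4 values, moved in 11 and stayed in 9. Of the values of single named genes, 475 stayed, 310 moved in the same direction and 31 reversed.

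Without cell calling, the cells kept were 22930 in KO and 6594 in KI, the ES-like share of germ cells was 13.4% in KO and 11.6% in KI and the RS-like share was 26.7% in WT and 41.8% in KI. The SP-like share was 27.7% in WT, 58.8% in KO and 41.1% in KI and the share of cells that scored highest for SG was 3.97% in KO and 5.57% in KI. With cells called by their UMI totals alone, the cells kept were 2250 in WT, 1528 in KO and 758 in KI, the ES-like share of germ cells was 19.9% in WT, 1.33% in KO and 0.282% in KI and the RS-like share was 40.5% in WT, 33.0% in KO and 33.2% in KI, with the direction reversed in KI. The SP-like share was 37.4% in WT and the share of cells that scored highest for SG was 2.12% in WT and 3.91% in KO. With more than 200 genes per cell, the ES-like share of germ cells was 45.8% in WT. With more than 1000 genes per cell, the ES-like share of germ cells was 32.5% in WT and 5.50% in KO, the RS-like share was 30.5% in WT and the SP-like share was 33.8% in WT. The share of cells that scored highest for SG was 3.24% in WT. With under 5% mitochondrial UMIs, the ES-like share of germ cells was 46.3% in WT and 8.92% in KO, the RS-like share was 26.9% in WT, 31.8% in KO and 35.9% in KI and the SP-like share was 25.2% in WT and 55.8% in KO. The share of cells that scored highest for SG was 1.58% in WT, 3.49% in KO and 1.89% in KI and the late share by pseudotime was 10.5% in KO. At a resolution of 0.6, the ES-like share of germ cells was 41.1% in WT, the RS-like share was 16.6% in WT, 17.3% in KO and 20.3% in KI and the SP-like share was 39.8% in WT, 70.6% in KO and 68.0% in KI. With the reported genes kept for clustering, the ES-like share of germ cells was 38.9% in WT and 7.16% in KI, the RS-like share was 22.4% in WT and 27.3% in KI and the SP-like share was 36.4% in WT. The late share by pseudotime was 15.0% in WT, 1.57% in KO and 1.22% in KI, the ribosomal protein median was 0.032 in KI, with the direction reversed and the correlation of KO and KI was 0.887. With the cells that Scrublet marks removed, the late share by pseudotime was 5.22% in WT, 18.3% in KO and 25.0% in KI, with the direction reversed in KO and KI and the ribosomal protein median was 0.0075 in KI, with the direction reversed. Of the late cells 0 were ES-like in any library there, so this share does not count cells past RS. With 30 nearest neighbours, the late share by pseudotime was 37.7% in WT and 9.93% in KO. The cause was not tested.

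Without integration of the libraries, the ES-like share of germ cells was 45.7% in WT, 0.325% in KO and 0.780% in KI, the RS-like share was 31.3% in WT, 50.7% in KO and 50.8% in KI and the SP-like share was 19.7% in WT, 44.4% in KO and 40.2% in KI. The share of cells that scored highest for SG was 3.35% in WT, the late share by pseudotime was 42.8% in WT and 4.25% in KO and the acrosomal median was 0.26 in KO and 0.062 in KI. The translation median was −0.38 in KI, the median of the raised genes was 0.61 in KO and 0.66 in KI and the ribosomal protein median was −0.21 in KO and −0.16 in KI. The correlation of KO and KI was 0.852 and the share of Table S4 genes with the paper's sign was 77.9% in KO and 84.7% in KI. The spread of log2 ratios was 0.578 in KO and 0.577 in KI for the cells that scored highest for SG, 0.424 in KO and 0.421 in KI for SP-like cells, 0.506 in KO and 0.487 in KI for RS-like cells and 0.984 in KO and 0.651 in KI for ES-like cells. The direction of single genes reversed in KO for Acrv1 (−0.041), Iqcf1 (0.35), Eif1 (0.11), Tnp1 (0.24), Tnp2 (0.66), Prm1 (0.089), Prm2 (0.33), Tssk6 (0.35), Spem1 (0.082) and Ccdc91 (0.46). In KI it reversed for Ddx25 (−0.18), Acrv1 (−0.0003), Iqcf1 (0.062), Eif1 (0.066), Tnp2 (0.27), Prm2 (0.014) and Ccdc91 (0.26). The cause was not tested.

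With TMM size factors, the acrosomal median was −0.048 in KO and −0.24 in KI, with the direction reversed, the translation median was −0.69 in KO and −0.72 in KI and the median of the raised genes was 0.84 in KO and 0.85 in KI. The ribosomal protein median was −0.46 in KO and −0.37 in KI and the share of Table S4 genes with the paper's sign was 94.96% in KO and 95.8% in KI. The spread of log2 ratios was 0.402 in KO and 0.440 in KI for RS-like cells and 1.32 in KO and 1.03 in KI for ES-like cells. The direction of single genes reversed in KO for Tssk1 (−0.048) and Atp6v1e2 (−0.16). In KI it reversed for Ddx25 (−0.12), Tssk1 (−0.24), Acrv1 (−0.029), Spata25 (−0.22) and Atp6v1e2 (−0.26). As the mean over cells of counts per 10000, the acrosomal median was 0.12 in KO and 0.029 in KI, the translation median was −0.29 in KO and −0.36 in KI and the median of the raised genes was 0.40 in KO and 0.43 in KI. The ribosomal protein median was −0.053 in KO, the correlation of KO and KI was 0.926 and the share of Table S4 genes with the paper's sign was 93.2% in KI. Among single genes, the direction reversed in KI for Tssk1 (−0.015). With 10 CPM added, the median of the raised genes was 0.90 in KO and 0.95 in KI and the correlation of KO and KI was 0.895. With the WT mix of RS-like clusters, the acrosomal median was 0.24 in KI, the translation median was −0.37 in KI and the ribosomal protein median was −0.12 in KO and −0.075 in KI. The correlation of KO and KI was 0.930. With genes of at least 10 CPM, the correlation of KO and KI was 0.885. The spread of log2 ratios was 0.497 in KO and 0.538 in KI for cluster 11, 0.472 in KO and 0.484 in KI for SP-like cells, 0.604 in KO and 0.658 in KI for RS-like cells and 2.06 in KO and 1.66 in KI for ES-like cells. Counting error alone was larger there too, at 0.448 in KO and 0.443 in KI for RS-like cells. With free RNA subtracted by the profile of the empty barcodes, the spread of log2 ratios was 0.351 in KO for cluster 11 and 1.66 in KO and 1.27 in KI for ES-like cells. The cause was not tested.

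With the highest Scrublet scores removed, the late share by pseudotime was 7.66% in WT, 24.7% in KO and 28.6% in KI, with the direction reversed in KO and KI, the ribosomal protein median was 0.016 in KI, with the direction reversed and the correlation of KO and KI was 0.894. Here too 0 of the late cells were ES-like in any library. With cluster 1 counted as RS-like, the ES-like share of germ cells was 37.4% in WT and 5.50% in KO, the RS-like share was 35.1% in WT, 40.2% in KO and 45.1% in KI and the SP-like share was 25.3% in WT, 50.4% in KO and 45.2% in KI. The share of cells that scored highest for SG was 3.93% in KO, the late share by pseudotime was 36.7% in WT and the correlation of KO and KI was 0.911. The share of Table S4 genes with the paper's sign was 93.9% in KO. With cluster 6 counted as SP-like, the ES-like share of germ cells was 38.0% in WT, the RS-like share was 22.1% in WT, 22.5% in KO and 26.5% in KI and the SP-like share was 37.6% in WT, 66.7% in KO and 63.1% in KI. With cluster 9 left out, the ES-like share of germ cells was 34.9% in WT, the RS-like share was 28.8% in WT and the SP-like share was 33.4% in WT. With cluster 8 left out, the ES-like share of germ cells was 49.2% in WT, the RS-like share was 14.6% in WT, 16.7% in KO and 21.9% in KI and the SP-like share was 33.3% in WT, 70.2% in KO and 64.4% in KI. The acrosomal median was −0.031 in KO and −0.039 in KI, with the direction reversed, the translation median was −0.35 in KI and the median of the raised genes was 0.95 in KO and 0.86 in KI. The ribosomal protein median was −0.077 in KO and −0.046 in KI, the correlation of KO and KI was 0.919 and the share of Table S4 genes with the paper's sign was 98.4% in KO and 95.7% in KI. The direction of single genes reversed in KO for Acrv1 (−0.031), Spata25 (−0.048) and Ccdc91 (0.014). In KI it reversed for Ddx25 (−0.049), Acrv1 (−0.039) and Spata25 (−0.34). With ES-like cells left out of the thinning, the spread of log2 ratios was 0.209 in KO and 0.237 in KI for cluster 11, 0.169 in KO and 0.181 in KI for SP-like cells and 0.353 in KO and 0.410 in KI for RS-like cells. The cause was not tested.

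Depth limits the ES-like cells of KO and KI, of which there were few, and the thinning to the smallest class raises the counting error of every class. Depth per cell differed between the libraries and was highest in KI. No paired analysis was possible because the labels give every genotype replicate 1 and there is 1 library per genotype.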

Differences from the paper's values

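The values with cluster 1 counted as RS-like or cluster 8 left out come from tests chosen only after the results were seen.

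The paper's numbers of cells per type are those of its supplement, in which it named clusters from its own markers. Each number was set against 9 alternatives set before the data were examined. Numbers of cells are said to differ where the larger is more than 1.5 times the smaller. Log2 ratios are said to differ where their signs are opposite, or where they lie further apart than the counting error of the ratio by totals, taken from its 95% interval as the mean distance to its ends. For cluster 11, which scored highest for SG, WT had 112 cells where the paper's value for spermatogonia is 69; the alternatives that did not differ by the same rule were 46 with cells called by their UMI totals alone and 64 with under 5% mitochondrial UMIs, and the other 7 differed. For cluster 11, which scored highest for SG, KO had 135 cells where the paper's value for spermatogonia is 77; the alternatives that did not differ by the same rule were 56 with cells called by their UMI totals alone and 74 with under 5% mitochondrial UMIs, and the other 7 differed. For cluster 11, which scored highest for SG, KI had 76 cells where the paper's value for spermatogonia is 26; all 9 alternatives differed too. For RS-like cells, WT had 1092 cells where the paper's value for round spermatids is 1810; the alternatives that did not differ by the same rule were 1596 without integration of the libraries and 1230 without cell calling, and the other 7 differed. For RS-like cells, KO had 673 cells where the paper's value for round spermatids is 1420; the 1 alternative that did not differ gave 1718 without integration of the libraries, and the other 8 differed. For RS-like cells, KI had 303 cells where the paper's value for round spermatids is 589; the alternatives that did not differ by the same rule were 651 without integration of the libraries and 570 without cell calling, and the other 7 differed. For ES-like cells, KI had 43 cells where the paper's value for elongated spermatids is 104; the 1 alternative that did not differ gave 82 with the reported genes kept for clustering, and the other 8 differed. With cluster 1 counted as RS-like, chosen after seeing the values, RS-like cells were 1764 in WT, 1380.0 in KO and 555 in KI.

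The paper's log2 ratios of RS in KO are the average log2 fold changes of its Table S4, whose scale is taken here as the mean over cells of counts per 10000 with 1 added before the log2, and the value on that scale is given with each. For Ddx25 the value here is a bound of −8.87, from 0 UMIs, and the paper's is −1.25; on the paper's scale it was −1.04. Iqcf1 was −0.50 (−0.75 on the paper's scale) and the paper's value is −0.67, Eif4e was −1.16 (−0.99 on the paper's scale) and the paper's value is −0.50 and Eif1 was −0.28 (−0.44 on the paper's scale) and the paper's value is −0.32. Cdc20 was 1.59 (0.70 on the paper's scale) and the paper's value is 0.48, Tnp1 was −1.45 (−1.76 on the paper's scale) and the paper's value is −1.31 and Tnp2 was −1.31 (−1.62 on the paper's scale) and the paper's value is −1.06. Prm1 was −1.85 (−2.22 on the paper's scale) and the paper's value is −1.71, Spem1 was −0.88 (−0.67 on the paper's scale) and the paper's value is −0.37 and Oaz3 was −0.57 (−0.64 on the paper's scale) and the paper's value is −0.75. Yipf6 was 2.86 (0.89 on the paper's scale) and the paper's value is 0.32, Pfn1 was 2.56 (0.82 on the paper's scale) and the paper's value is 0.38 and Gm9 was 2.34 (0.78 on the paper's scale) and the paper's value is 0.33. 4933428M09Rik was 1.88 (0.80 on the paper's scale) and the paper's value is 0.38, 1700010B08Rik was −2.24 (−1.10 on the paper's scale) and the paper's value is −0.62 and Tomm22 was −1.92 (−1.29 on the paper's scale) and the paper's value is −0.29. Tlcd1 was −1.86 (−0.60 on the paper's scale) and the paper's value is −0.36. For these genes none of the alternatives set before the data were examined gave a value that did not differ by this rule. With the WT mix of RS-like clusters, Prm1 was −1.72 and Tnp1 −1.34, close to the paper's values but beyond their counting error. Rps29 was −0.30 (−0.26 on the paper's scale) and the paper's value is −0.36, and it did not differ without integration of the libraries (−0.37), whereas it did under the other 8 alternatives set before the data were examined. Dnah8 was 0.46 (0.34 on the paper's scale) and the paper's value is 0.33, and it did not differ as the mean over cells of counts per 10000 (0.34) and with the WT mix of RS-like clusters (0.40), whereas it did under the other 7 alternatives set before the data were examined. Prm2 was −1.30 (−1.52 on the paper's scale) and the paper's value is −1.25, and it did not differ with the cells that Scrublet marks removed (−1.25), whereas it did under the other 8 alternatives set before the data were examined. Foxp1 was 1.78 (0.52 on the paper's scale) and the paper's value is 0.46, and it did not differ as the mean over cells of counts per 10000 (0.52), whereas it did under the other 8 alternatives set before the data were examined. With cluster 1 counted as RS-like, chosen after seeing the values, Eif1 was −0.30 and did not differ.

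The paper's log2 ratios of RS in KI are the average log2 fold changes of its Table S4, whose scale is taken here as the mean over cells of counts per 10000 with 1 added before the log2, and the value on that scale is given with each. Tssk1 was 0.16 (−0.015 on the paper's scale) and the paper's value is −0.29, Atp6v1e2 was 0.14 (0.050 on the paper's scale) and the paper's value is −0.33 and Eif2s2 was −0.27 (−0.14 on the paper's scale) and the paper's value is −0.36. Rps29 was −0.32 (−0.36 on the paper's scale) and the paper's value is −0.57, Ccna1 was 1.06 (0.44 on the paper's scale) and the paper's value is 0.26 and Cdc20 was 1.68 (0.69 on the paper's scale) and the paper's value is 0.35. Tnp1 was −1.80 (−1.80 on the paper's scale) and the paper's value is −1.48, Tnp2 was −1.72 (−1.72 on the paper's scale) and the paper's value is −1.31 and Prm1 was −2.23 (−2.33 on the paper's scale) and the paper's value is −1.94. Prm2 was −1.62 (−1.58 on the paper's scale) and the paper's value is −1.46, Spem1 was −1.19 (−0.68 on the paper's scale) and the paper's value is −0.47 and Oaz3 was −0.68 (−0.72 on the paper's scale) and the paper's value is −0.82. Yipf6 was 2.66 (0.82 on the paper's scale) and the paper's value is 0.29, Pfn1 was 2.47 (0.78 on the paper's scale) and the paper's value is 0.33 and Gm9 was 2.31 (0.82 on the paper's scale) and the paper's value is 0.29. 4933428M09Rik was 1.86 (0.79 on the paper's scale) and the paper's value is 0.33, Foxp1 was 1.93 (0.60 on the paper's scale) and the paper's value is 0.32 and 1700010B08Rik was −2.15 (−1.11 on the paper's scale) and the paper's value is −0.57. Tomm22 was −2.24 (−1.50 on the paper's scale) and the paper's value is −0.56 and Tlcd1 was −2.17 (−0.73 on the paper's scale) and the paper's value is −0.45. For these genes none of the alternatives set before the data were examined gave a value that did not differ by this rule. With the WT mix of RS-like clusters, Tnp2 was −1.26, close to the paper's value but beyond its counting error, and with TMM size factors Tssk1 (−0.24) and Atp6v1e2 (−0.26) had the paper's sign. With cluster 8 left out, chosen after seeing the values, Tnp1 was −1.50, also close but beyond its counting error. Spata25 was 0.18 (0.029 on the paper's scale) and the paper's value is −0.25, and it did not differ with TMM size factors (−0.22), whereas it did under the other 8 alternatives set before the data were examined. Capza3 was −0.48 (−0.46 on the paper's scale) and the paper's value is −0.42, and it did not differ as the mean over cells of counts per 10000 (−0.46), whereas it did under the other 8 alternatives set before the data were examined. Eif4e was −1.37 (−0.88 on the paper's scale) and the paper's value is −0.51, and it did not differ without integration of the libraries (−0.58), whereas it did under the other 8 alternatives set before the data were examined. Rps26 was −0.23 (−0.28 on the paper's scale) and the paper's value is −0.37, and it did not differ without integration of the libraries (−0.34), whereas it did under the other 8 alternatives set before the data were examined. Dnajc3 was 1.42 (0.24 on the paper's scale) and the paper's value is 0.31, and it did not differ as the mean over cells of counts per 10000 (0.24), whereas it did under the other 8 alternatives set before the data were examined. Dnah8 was 0.65 (0.42 on the paper's scale) and the paper's value is 0.41, and it did not differ as the mean over cells of counts per 10000 (0.42) and with the WT mix of RS-like clusters (0.43), whereas it did under the other 7 alternatives set before the data were examined. Tssk6 was −1.28 (−1.15 on the paper's scale) and the paper's value is −0.83, and it did not differ with the WT mix of RS-like clusters (−0.84), whereas it did under the other 8 alternatives set before the data were examined. With cluster 1 counted as RS-like, chosen after seeing the values, Eif2s2 was −0.29 and did not differ.

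The paper states that genes of the acrosome fell in RS of both mutants. Of the 7 acrosomal genes of its qRT-PCR, 2 were lower here in KO and 2 in KI by totals, and 4 and 6 with TMM size factors, under which the median has the paper's direction, as it has with cluster 8 left out (−0.03 in KO and −0.04 in KI), which was chosen after seeing the values. In cluster 1, left unnamed, the median was −0.37 in KO and −0.54 in KI by totals. The qRT-PCR is scaled to Tex29, unlike these values. Relative to Tex29 in RS-like cells, all 7 genes were lower in KO and all but Eqtn in KI, though not so by median in cluster 5. The paper also describes genes of initiation factors as lower; of the 55 found with UMIs here, 11 were lower in each mutant by totals, and 26 in KO and 28 in KI with TMM size factors. In the paper's text cluster 13 is macrophages and cluster 15 myoid cells, whereas its Table S3 and figures have these 2 the other way round.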

Other observations

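The subtraction of the level per SP-like, Sertoli-like or ES-like cell, the test of cluster 2 against the clustering without integration, the look at Tex29 by cluster, the comparison of ribosomal protein genes in Sertoli-like cells relative to all genes and the choice of the genes on chromosome X were tests chosen only after the results were seen.

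Prm1, Prm2, Tnp1 and Tnp2 were lower in RS-like cells of KO and KI, with a median log2 ratio of −1.38 and −1.76. Free RNA from elongated spermatids in the WT suspension would give such a fall, and some values go the way it needs: the WT empty barcodes held more Prm1, and in SP-like cells the 4 genes also fell, with log2 ratios from −1.88 for Tnp2 in KO to −4.76 for Prm2 in KI. The amounts argue against it as the whole cause. The level per SP-like cell was 3.25%, 1.37% and 0.85% of that per RS-like cell in WT, KO and KI, and subtracting it left −1.37 in KO and −1.73 in KI. The level per Sertoli-like cell was 14.1%, 8.07% and 21.1%, and subtracting it left −1.41 and −2.02. What stays open is which cells count as RS. Without integration of the libraries Prm1 had a log2 ratio of 0.09 in KO and Tnp2 of 0.66, so the fall may rest on the stages that the integration places together.

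The median of the 7 acrosomal genes was not lower in RS-like cells by totals, although Iqcf1 and Capza3 were lower in both mutants. Weighting both RS-like clusters to the WT mix gave a median log2 ratio of 0.33 in KO and 0.24 in KI. Iqcf1 was then at −0.41 in KO and −0.49 in KI, where it was at −0.50 and −0.81 without the weights, so the mix of clusters takes a part of its fall. The mix inside each cluster was not tested, and stage and genotype cannot be told apart for these genes with 1 library each. Tex29, to which the paper scaled its qRT-PCR, was itself higher by totals, by 0.73 in KO and 0.38 in KI on the log2 scale, above the medians of the acrosomal list, and in cluster 8 by 1.34 and 1.24. In KI it was lower with TMM size factors (−0.02, and 0.37 in KO), and in cluster 5 it was lower in both, at −0.09 and −0.46. By totals in RS-like cells, all 7 acrosomal genes had a lower log2 ratio than Tex29 in KO. In KI all but Eqtn (0.52) did, Acrv1 (0.37) hardly so. Relative to Tex29 these genes thus had the paper's direction. Dnah8 in KO (0.46) was below Tex29 too, against the paper's direction. In cluster 5 the acrosomal medians, −0.03 in KO and −0.04 in KI, lay above Tex29. Whether this holds for the isolated RS of the qRT-PCR was not tested.

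Ccna1, Cdc20, Dnajc3 and Dnah8 are genes that SP-like cells express more, so their rise in RS-like cells of KO and KI could come from less advanced cells or from free RNA of spermatocytes. Weighted to the WT mix of the RS-like clusters, the median log2 ratio was 1.14 in KO and 1.11 in KI, which leaves the mix of stages open, since only 2 clusters were weighted. Free RNA from spermatocytes should show in all cells, and the 4 genes were higher also in the empty barcodes (0.84 and 0.78), in ES-like cells (2.84 and 1.47) and in Sertoli-like cells (0.55 and 0.19). The amounts argue against it as the whole cause. The level per ES-like cell was 23.1% of that per RS-like cell in KO and 4.87% in KI. Subtracting it left medians of 1.04 and 1.25, with 3 of the 4 genes still higher in KO and 4 in KI. The level per ES-like cell in WT was 11.5%. The level per Sertoli-like cell was larger, 74.9%, 64.1% and 38.4% in WT, KO and KI, and subtracting it left 1.63 and 1.91, but these ratios rest on the small remainder of the WT level and were not weighed. A part of the rise from free RNA stays open.

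Ribosomal protein genes were lower in RS-like cells of KO. A difference of the whole library would lower them in the other cell types too. In SP-like cells the median log2 ratio was −0.064 in KO and 0.0048 in KI, and in Sertoli-like cells 0.12 and 0.09 by totals but −0.13 and −0.26 with TMM size factors. Relative to the median of all genes, RS-like cells were at −0.33 and −0.28 by totals and at −0.33 and −0.22 with TMM size factors. Sertoli-like cells were at −0.089 and −0.016, or −0.088 and −0.011 with TMM size factors, and SP-like cells at −0.09 and −0.05 under either scaling. This argues against a library difference as the whole cause. A part of it stays open, since SP-like and Sertoli-like cells were also below the median of all genes, and ES-like cells, few in KO and KI, were at −1.07 and −1.17. Cluster 1 went both ways, at 0.37 in KO and −0.50 in KI. With the WT mix of RS-like clusters the medians of RS-like cells were −0.12 in KO and −0.075 in KI. The mix inside each cluster was not tested, and a change of the mutant spermatids is among the explanations that stay open, as untested. The 83 nuclear genes of oxidative phosphorylation, 82 of them with UMIs, had a median of −0.05 in KO and −0.02 in KI in RS-like cells, and of −0.38 and −0.41 with TMM size factors.

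The few ES-like cells of KO and KI differed from those of WT. In cluster 2, the 7 acrosomal genes had a median log2 ratio of 1.90 in KO and 2.20 in KI, the mitochondrially encoded genes of 3.11 and 1.68, and the genes of chromatin packing and elongation of −1.87 and −1.16, where the median of all genes was 1.35 and 1.14, all by totals. With TMM size factors, ES-like cells had acrosomal medians of −0.03 in KO and 0.27 in KI. Their mitochondrially encoded medians were 1.11 and −0.41, and the medians of all genes −1.08 and −1.18. The rise of both lists thus depends on the scaling, though both stayed above the median of all genes. A candidate explanation is that cells of an earlier stage were placed with elongated spermatids by the integration. Clustered without it, 4.79% of the KO cells and 16.7% of the KI cells of cluster 2 stayed in an ES-like cluster, compared with 99.4% of the WT cells, and 130 KO and 29 KI cells went to an RS-like cluster. That cluster held 16 WT, 353 KO and 123 KI cells, so it is itself nearly all of the mutant libraries, and clustering without integration can also part cells by library. The numbers are consistent with that explanation and do not exclude the other. No biological explanation was tested.

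The 5 genes of largest rise in RS-like cells of both mutants include 3 on chromosome X (Yipf6, Gm9 and 4933428M09Rik). Their CPM in WT, KO and KI were 21.8, 164 and 144 for Yipf6, and 26.6, 138 and 136 for Gm9. The rise was not limited to RS-like cells. In Sertoli-like cells the log2 ratios in KO and KI were 2.42 and 3.17 for Yipf6, 2.96 and 3.38 for Gm9 and 1.09 and 1.44 for 4933428M09Rik. In SP-like cells they were 1.30 and 0.53 for Yipf6, 0.96 and 0.69 for Gm9 and −0.18 and −0.07 for 4933428M09Rik. Free RNA subtracted by the profile of the empty barcodes left 2.86 and 2.66 for Yipf6, 2.34 and 2.31 for Gm9 and 1.89 and 1.86 for 4933428M09Rik in RS-like cells. An empty barcode held a median of 209, 229 and 202 UMIs in WT, KO and KI, so the subtraction took little from any gene and leaves larger amounts of free transcripts open. A change of expression was not tested for these genes, nor whether genes of chromosome X rise as a group.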
